# Non-targeted transcriptomic effects upon thyroid irradiation: similarity between in-field and out-of-field responses varies with tissue type

**DOI:** 10.1038/srep30738

**Published:** 2016-10-25

**Authors:** Britta Langen, Nils Rudqvist, Johan Spetz, John Swanpalmer, Khalil Helou, Eva Forssell-Aronsson

## Abstract

Non-targeted effects can induce responses in tissues that have not been exposed to ionizing radiation. Despite their relevance for risk assessment, few studies have investigated these effects *in vivo*. In particular, these effects have not been studied in context with thyroid exposure, which can occur e.g. during irradiation of head and neck tumors. To determine the similarity between in-field and out-of-field responses in normal tissue, we used a partial body irradiation setup with female mice where the thyroid region, the thorax and abdomen, or all three regions were irradiated. After 24 h, transcriptional regulation in the kidney cortex, kidney medulla, liver, lungs, spleen, and thyroid was analyzed using microarray technology. Thyroid irradiation resulted in transcriptional regulation in the kidney medulla and liver that resembled regulation upon direct exposure of these tissues regarding both strength of response and associated biological function. The kidney cortex showed fewer similarities between the setups, while the lungs and spleen showed little similarity between in-field and out-of-field responses. Interestingly, effects were generally not found to be additive. Future studies are needed to identify the molecular mechanisms that mediate these systemic effects, so that they may be used as targets to minimize detrimental side effects in radiotherapy.

Radiation biology is based on the paradigm that DNA double-strand break induction is the hallmark event upon ionizing radiation (IR) exposure that determines cellular outcome^1^. Observations of non-targeted effects in experimental and clinical settings have challenged this paradigm, which has been frequently reviewed (and discussed) in recent years^2^,^3^,^4^,^5^,^6^,^7^,^8^. Based on the context, non-targeted effects are also termed ‘bystander effect’ for unirradiated cells in the vicinity of irradiated cells, ‘abscopal’ or ‘out-of-field’ effects in external irradiation, or ‘long-range bystander effects’ or ‘systemic effects’ when regarding a complex physiological setting^2^,^3^,^4^,^5^,^6^,^7^,^8^. The question has been raised whether non-targeted effects represent a new paradigm in radiation research or simply the fact of biological complexity^8^. It has also been proposed that the frequency of reported clinical abscopal effects may increase due to the increasing use of stereotactic ablative body radiation therapy and hypofractionation techniques^9^. While the underlying mechanisms of *in vivo* abscopal bystander effects remain elusive^3^, it has been reasoned that normal tissue responses in radiotherapy are highly complex and that the degree of non-targeted effects are not only related to the irradiated volume or physical irradiation parameters^8^,^10^. Non-targeted effects are considered relevant for radiation therapy, both for use as a novel therapeutic target and for improvement of risk assessment^4^,^8^,^11^,^12^,^13^,^14^,^15^,^16^.

Recent work demonstrated non-targeted responses in lung and liver tissues upon partial body irradiation (5 Gy) of the lower abdomen using 300 keV X-rays^17^,^18^. While IR exposure from external beam radiation therapy or X-rays may be localized, exposure from i.v. administered radiopharmaceuticals in radionuclide therapy is systemic. In clinical practice, free radionuclides and radiolabeled carrier molecules are used for diagnostics and therapy. During metabolism or degradation of radiolabeled carrier molecules, radionuclides can be liberated from the carrier molecules and accumulate in normal tissue. In the case of ^131^I and ^211^At, the thyroid gland is a risk organ due to high uptake similar to that of stable iodide^19^,^20^,^21^,^22^,^23^,^24^. However, basically all tissues show uptake of these radionuclides, although to a much lesser degree that generally varies between tissues^25^.

Knowledge of normal tissue response to low-dose exposure from radionuclides *in vivo*, however, is still scarce. Another issue that has not been sufficiently addressed in both the experimental and clinical setting are systemic effects between tissues. Specifically, differential uptake of ^131^I or ^211^At creates a concomitant low-dose and high-dose exposure setting within the body. In this case, responses in the kidneys, liver, lungs, and spleen would not only be subject to (very) low absorbed dose from radionuclide decay in the tissue, but may also respond to IR-induced effects in the thyroid, since the thyroid gland regulates metabolic function throughout the body. The nature of potential systemic effects could be ‘physiological’ due to disrupted hormone regulation in the thyroid, or radiation-associated in the sense of ‘long-range non-targeted effects’.

In previous studies using BALB/c nude mice as a model system, we observed distinct similarities in genome-wide transcriptional regulation between the thyroid and various non-thyroid tissues despite large differences in absorbed dose levels from ^211^At^26^,^27^. We hypothesized that observed responses in non-thyroid tissues resulted, in part, from systemic factors originating from the dominantly irradiated thyroid gland^27^. Differential regulation of thyroid hormone (TH)-responding genes even at very low absorbed doses in non-thyroid tissues supported this hypothesis^28^,^29^.

The aim of this study was to confirm systemically induced transcriptional regulation in non-thyroid tissues after IR exposure of the thyroid. An external partial body irradiation setup was used to preclude differential exposure throughout the body as was the case in previous studies using i.v. administered radionuclides, i.e. to exclude concomitant IR-induced regulation in each tissue from regulation induced by thyroid-dependent systemic effects.

## Results

### Total transcriptional regulation in response to partial body irradiation

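RNA was measured on Illumina MouseRef-8 arrays in 6 tissues of 14 female BALB/c nude mice at 24 h after irradiation with 2 Gy. Group A (3 mice) was irradiated at the thyroid, group B (3 mice) at the non-thyroid tissues and group C (3 mice) at all of these regions, and 5 sham-irradiated mice were the controls. The deposited signals cover 25697 probes on 88 arrays. The liver of group A replicate 1 and the thyroid of control replicate 5 were each measured on 3 arrays, and their values were averaged. The signals were background-corrected and quantile-normalized within each tissue on a log2 scale. Probes with a detection value under 0.01 in at least 3 arrays of a tissue were tested with limma, 10623 (liver) to 13356 (lungs) of them. A transcript was taken as regulated at a Benjamini-Hochberg adjusted p under 0.01 and a log2 ratio against controls of at least 0.58 in either direction. Ratios are of the brightest probe of a gene unless another probe is named, with n = 3 mice per irradiated group and n = 5 controls, and these numbers limit their precision. For genes named for a call they are of the called probe, which need not be the brightest. Gene lists fixed before the data were examined, but after the paper's figures were seen, were tested with camera. This test asks whether the members of a list differ from controls more than other genes do. Its p was adjusted over 645 tests of 42 lists, once with a preset correlation between genes of 0.01 and once with a correlation estimated from the arrays (the estimated-correlation p).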

The total number of transcripts and corresponding genes that were significantly regulated 24 h after exposure are shown for each tissue and each irradiation setup in Table 1. Microarray data was validated using the quantitative real-time polymerase chain reaction (QPCR) assay. 

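Slc11a1, which encodes a metal ion transporter of phagosomes, was upregulated in the kidney medulla of group A with a log2 ratio of 1.39 (SE 0.205, adjusted p = 0.00361 from limma). Its log2 intensity was 10.54 ± 0.14 (SD, n = 3) in group A and 9.15 ± 0.14 (SD, n = 5) in controls, and a dimmer probe of the gene had a log2 ratio of −0.06 (SE 0.287). Ndufb9, which encodes a subunit of respiratory complex I, was upregulated in the same group with a log2 ratio of 1.19 (SE 0.209, adjusted p = 0.00613). Trp53inp1, a p53 target that promotes cell death, had a log2 ratio of 0.48 (SE 0.376) on its brighter probe and 1.82 (SE 0.358, adjusted p = 0.0103) on its dimmer probe in group A. On this dimmer probe the gene was upregulated in group B with a log2 ratio of 2.04 (adjusted p = 0.00588). The amino acid transporter gene Slc38a2 had log2 ratios of 0.34 (adjusted p = 0.479) and 1.49 (adjusted p = 0.0256) on its pair of probes in group A. The gap junction gene Gjb2 had log2 ratios of 0.46 (adjusted p = 0.125) and 0.86 (adjusted p = 0.0184) on its brighter probes in group A. Of 8 fits with 1 mouse left out, 3 ended the call of Slc11a1, 7 that of Ndufb9 and 7 that of Trp53inp1 in group B. No probe of the deposited annotation carries the symbol Akr1b3, and those of Cplx1 and Slc10a4 were not detected in the kidney medulla.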

(For QPCR results, please refer to Supplementary Table S1.) Regarding the number of regulated transcripts, an additive effect between the partial body irradiation setups was not observed in the kidney cortex, kidney medulla, lungs, or thyroid, i.e. the result for group C was not the “sum” of the results for group A and B. The spleen might suggest an additive effect in this context, but the effect on upregulation was not consistent, since the number of upregulated transcripts decreased distinctly upon combined irradiation (group C) compared with non-thyroid tissue irradiation (B). In contrast, a potential trend towards an additive effect was seen in the liver, but it should be noted that the total number of regulated transcripts upon combined irradiation (group C) was somewhat higher than a strict addition would suggest.

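Cdkn1a, which encodes the p53-induced cell cycle inhibitor p21, had log2 ratios of 0.07, 3.42 and 3.81 in the spleen of groups A, B and C. The log2 ratio in group C exceeded the sum of those in groups A and B by 0.32 (SE 0.248, adjusted p = 0.975 from limma). For the same gene this excess was 0.12 (SE 0.603) in the kidney cortex, 0.62 (SE 0.756) in the kidney medulla and 0.43 (SE 0.357) in the lungs, none past the threshold. The excess of Phlda3, a p53 target that restrains Akt, was 0.17 (SE 0.389) in the spleen and −0.09 (SE 0.265) in the lungs. No transcript departed from additivity in any of the 6 tissues with limma. How many true departures this contrast would recover was not simulated. The 113 medulla transcripts upregulated in groups A and B had median log2 ratios of 1.26, 1.3 and 0.997 in groups A, B and C. For these, group C lay below the sum, though they were selected as high in groups A and B. The paper's statement above concerns numbers of transcripts, and these values are log2 ratios. Transcripts with an unadjusted p under 0.05 numbered 1971 in the kidney cortex, 2273 in the kidney medulla and 1347 in the liver. In the lungs, spleen and thyroid they numbered 295, 608 and 183. A share of 0.05 of the tested probes passes on average when nothing departs. The kidney and liver counts exceed that share, the spleen count is near it and those of the lungs and thyroid lie below it. In the authors' deposited normalized values, 29 transcripts of the kidney medulla and 3 of the kidney cortex departed. Without group C replicate 1, 2 or 3 the kidney medulla gave 188, 68 and 44 departures, and without group B replicate 3 it gave 1. Without group B replicate 3 the kidney cortex gave 1, and without group A replicate 3 the thyroid gave 1.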

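The excess of Cdkn1a in the liver of group C over the sum of groups A and B was 1.64 (SE 0.553, adjusted p = 0.251 from limma). Its log2 ratio in the liver was −0.42 in group A, 2.02 in group B (SE 0.368, adjusted p = 0.328) and 3.24 in group C (adjusted p = 0.00162). Ccng1, another p53 target, departed from the sum in the liver by −0.15 (SE 0.388). Without group C replicate 1, 33 transcripts of the liver departed from additivity.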

In the kidney cortex, kidney medulla, and liver, irradiation of the thyroid (group A) resulted in an overall transcriptional regulation that lay on a similar–if not higher–level as when only non-thyroid tissues (group B) were irradiated. In contrast, few transcripts were regulated in the lungs and spleen when only the thyroid was irradiated (group A). 

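The translation factor gene Eef1a1 was upregulated in the kidney medulla with similar log2 ratios in group A (3.39, SE 0.6, adjusted p = 0.00641 from limma) and group B (3.42, adjusted p = 0.00593), and leaving out any mouse ended both calls. Ccng1 was upregulated on all of its 3 probes in group B, with a log2 ratio of 0.76 (SE 0.132, adjusted p = 0.00576) on the brightest, a call that 7 of 8 fits with 1 mouse left out ended. In group A its log2 ratio was −0.16, and the direct difference between both groups was −0.92 (SE 0.147, adjusted p = 0.134). Cdkn1a differed between groups A and B by −1.67 (SE 0.45, adjusted p = 0.561) in the kidney cortex and by −2.44 (SE 0.412, adjusted p = 0.317) in the liver. The kidney medulla had 171 regulated transcripts in group A and 219 in group B, and the kidney cortex and the liver had 0 in both groups with limma. At an unadjusted p under 0.05 the kidney cortex had 972 in group A and 1741 in group B, and the liver had 855 and 564. The direct comparison of groups A and B with limma gave 0 transcripts in each of these tissues, and 900, 404 and 238 at an unadjusted p under 0.05 in the kidney cortex, kidney medulla and liver.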

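Cdkn1a was not regulated in group A in the spleen, where its log2 intensity was 6.92 ± 0.17 (SD, n = 3) against 6.86 ± 0.28 (SD, n = 5) in controls. In the lungs of group A its log2 ratio was −0.20 (SE 0.238, adjusted p = 1). The direct difference between groups A and B in the spleen was −3.35 (SE 0.185, adjusted p = 2.08e-07) for Cdkn1a and −1.99 (SE 0.232, adjusted p = 0.00105) for the dimmer probe of Phlda3. Matn1, which encodes a cartilage matrix protein, was lower in group A than in group B by −1.49, and Antxr1, an anthrax toxin receptor gene, by −1.10. The interferon-induced gene Ifit3 was lower in group A by −1.72 on 1 of its 3 probes. Fn3k, a deglycating kinase, and Lpcat1, a phospholipid enzyme, were higher in group A than in group B by 1.61 and 1.51. In all, 10 transcripts of the spleen differed between groups A and B, with 6 without group A replicate 1, 3 without group A replicate 2, 4 without group B replicate 2 and 3 without group B replicate 3. The lungs had 0 regulated transcripts in group A with limma and 144 at an unadjusted p under 0.05, and 33.2% of simulated transcripts with a log2 ratio of 1 were recovered in this tissue. The spleen had 1, an unnamed transcript with a log2 ratio of 2.07 (adjusted p = 0.00217). It was lost without group A replicate 2 or control replicate 2, 3 or 4. It was also lost in the authors' deposited normalized values, without background correction and without a detection filter. So it was with the replicate number as a block and with the steps closest to the paper's, while the other settings kept 1. Of 56 splits of the same mice, 3 gave as many.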

The kidney medulla showed the highest number of regulated transcripts (252–274 transcripts) at all irradiation setups, which was at least twice as many as observed for the other tissues. 

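Mdh1, a malate dehydrogenase gene, was upregulated in the kidney medulla of group A with a log2 ratio of 3.14 (SE 0.502, adjusted p = 0.00391 from limma) on 1 of its 3 probes. Suclg1 of the citric acid cycle had 2.69 on 1 of 3 probes, the apoptosis-related splicing gene Acin1 had 2.76 and the cyclin gene Ccni had 2.20. The downregulated transcripts of group A included Proc, which encodes the anticoagulant protein C (−1.06, SE 0.179, adjusted p = 0.0052), Serpinf2, the main plasmin inhibitor gene (−0.96), and Prap1 of epithelial cells (−1.32). In group B, the membrane protein gene Itm2b had 2.64 on 1 of its 4 probes and Sdhb of respiratory complex II had 2.06 on 1 of 3, while the endocytosis gene Ehd1 had −0.85. Group C had 16 regulated transcripts, all upregulated, with Noct, a circadian NADP phosphatase gene, at 1.09 (SE 0.16, adjusted p = 0.0091). Of 8 fits with 1 mouse left out, the call was ended by 5 for Mdh1, 7 for Suclg1, 3 for Acin1, 4 for Ccni, 7 for Proc, 8 for Serpinf2 and 7 for Prap1 in group A, by 8 for Itm2b, 2 for Sdhb and 8 for Ehd1 in group B, and by 7 for Noct. The regulated genes often had other detected probes. The median log2 ratio of the upregulated probes was 1.19 in group A, and that of 89 uncalled other probes of the same genes was 0.0151 (SE 0.0433). In group B the 119 uncalled other probes had a median of 0.017 (SE 0.0442). Other probes that were themselves called, such as those of Ccng1 in group B, do not enter these medians. The number of regulated transcripts fell when any mouse was left out, to between 3 (without group A replicate 1) and 103 (without control replicate 3) in group A, and to between 0 (without group B replicate 2) and 108 (without control replicate 5) in group B. In group C it was 0 without replicate 1 or 2 and 843 without replicate 3, and 2 to 4 without any of the controls. The array of group C replicate 3 had the lowest detected share of the medulla arrays (41.75%). The number in group C was also 0 with only that group and the controls in the fit and with the replicate number as a block. With the steps closest to the paper's it was 0, without a detection filter 6 and with a variance trend and robust fit 37. Between 0 and 8 transcripts were regulated in the other tissues in groups A to C.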

Interestingly, the kidney medulla also showed a decidedly higher number of regulated transcripts than the thyroid when only the thyroid was irradiated (group A). 

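Acta1, the skeletal muscle actin gene, had a log2 intensity of 10.85 ± 5.43 (SD, n = 3) in the thyroid samples of group A and 14.16 ± 0.05 (SD, n = 5) in those of controls. In the kidney of group A, 356 transcripts had a larger or smaller log2 ratio in the medulla than in the cortex at the same thresholds, 131 of them among those regulated in the medulla. The thyroid of group A had 0 regulated transcripts with limma and 993 at an unadjusted p under 0.05. Of its transcripts, 3242 lay at least 0.58 apart from controls on the log2 scale. On simulated data with the spread of the thyroid samples, 3% of transcripts with a log2 ratio of 1 and 58% of those with a log2 ratio of 2 were recovered, against 64.4% and 96.4% in the kidney medulla. Without group A replicate 3, 2 transcripts were regulated in the thyroid of group A.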

Comparing exclusive irradiation of non-thyroid tissues (group B) with combined irradiation of all tissues (group C), the total number of regulated transcripts was similar in the kidney cortex (89 vs. 84 transcripts), kidney medulla (274 vs. 259 transcripts), and spleen (133 vs. 135 transcripts), but the ratio between up- and downregulation differed distinctly between both irradiation setups. 

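Cyp4a31, which encodes a fatty acid hydroxylase, was lower in the kidney cortex of group B than of group C by a log2 difference of −1.09 (SE 0.126, adjusted p = 0.00636 from limma), and was not called without any of the 6 mice. Cdkn1a differed between groups B and C by −0.56 (SE 0.45, adjusted p = 0.563) in the kidney cortex, by −0.65 (SE 0.564) in the kidney medulla and by −0.39 (SE 0.185, adjusted p = 0.455) in the spleen. Phlda3 differed by 0.19 (SE 0.399) in the kidney cortex and by −0.29 (SE 0.29) in the spleen. The direct comparison of groups B and C with limma gave 1 transcript in the kidney cortex and 0 in the kidney medulla and the spleen, and 1767, 973 and 1357 at an unadjusted p under 0.05. Against controls, 0 transcripts of the kidney cortex were regulated in group C with limma and 1078 had an unadjusted p under 0.05. Without group B replicate 3, 1 transcript of the kidney cortex was regulated in group B.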

In the liver and lungs, irradiation of non-thyroid tissues (group B) or all tissues (group C) showed larger differences, however. 

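In the liver of group C both probes of Cdkn1a were upregulated, the brighter one from a log2 intensity of 5.26 ± 0.59 (SD, n = 5) in controls to 8.50 ± 0.97 (SD, n = 3), or 9.47-fold (SE of the log2 ratio 0.368). These were the 2 regulated transcripts of this tissue and group with limma, and the brighter probe differed between groups A and C by −3.67 (SE 0.412, adjusted p = 0.00142). The number was 7 without group C replicate 1 and 4 without replicate 3, and with only controls and group C in the fit it was 0. Groups B and C of the liver differed in 0 transcripts with limma and in 1338 at an unadjusted p under 0.05, and in 14 without group C replicate 1. In the lungs of group B, Top2a, the DNA topoisomerase gene of dividing cells, was downregulated 2.55-fold (log2 ratio −1.35, SE 0.156, adjusted p = 0.0071). It was the 1 regulated transcript of the lungs, and was kept when control replicate 1 was left out but not when any other mouse was. In the authors' deposited normalized values its log2 ratio was −0.39. Birc5, an inhibitor of apoptosis made in mitosis, had a log2 ratio of −1.53 (SE 0.219, adjusted p = 0.0289) in the lungs of group B and −1.20 (adjusted p = 0.179) in group C. Groups B and C of the lungs differed in 0 transcripts with limma and in 467 at an unadjusted p under 0.05. The lungs of group C had 0 regulated transcripts with limma and 795 at an unadjusted p under 0.05, and 1 without control replicate 4.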

The highest number of regulated transcripts in the liver occurred in group C (132 transcripts), whereas the lungs showed a distinct peak in group B (70 transcripts); up- and downregulation also differed in these tissues. In the thyroid, exclusive irradiation (group A) resulted in a distinctly higher response (115 transcripts) than irradiation in combination with the other tissues (25 transcripts, group C); however, the latter was on a similar level as transcript regulation in the absence of thyroid irradiation (17 transcripts, group B).

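Tg, which encodes the hormone precursor thyroglobulin, had a log2 intensity of 14.52, 4.43 and 6.26 in the thyroid samples of group A replicates 1 to 3. In the controls it was 12.33, 4.49, 4.41, 14.41 and 4.43, in group B 5.50, 4.46 and 7.72, and in group C 4.42, 8.36 and 14.15. Acta1 and Ckm, the muscle creatine kinase gene, were near 4.58 and 4.49 in group A replicate 2, while Acta1 was between 13.89 and 14.27 in every other sample. Smgc, a salivary mucin-like gene, was 14.69 in group A replicate 2 and 9.51 in control replicate 1. The mean of the salivary gland markers was 13.53 in group A replicate 2, and 8.01 and 5.60 in replicates 1 and 3. Pth, the parathyroid hormone gene, was 13.95 in group A replicate 1 and 9.67 in group C replicate 3. These marker genes were chosen for values per mouse after the results of the thyroid were seen. Regulated transcripts numbered 0 in groups A, B and C with limma, and 993, 106 and 154 had an unadjusted p under 0.05. The direct comparisons of groups A and B, A and C, and B and C gave 0 transcripts with limma, with 1202, 871 and 140 at an unadjusted p under 0.05. Without group A replicate 3, the comparisons of group A with groups B and C gave 1 transcript each.

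**Figure D1:**
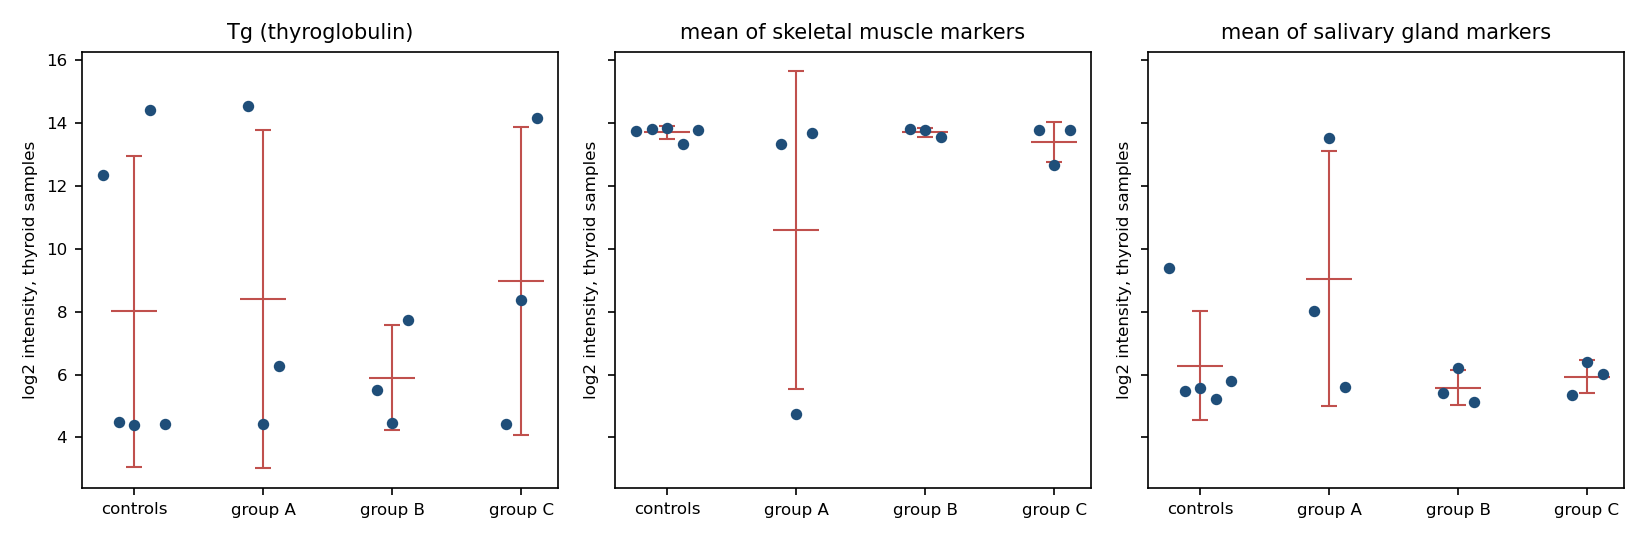
Log2 intensity in the thyroid samples of the gene Tg, the mean of the skeletal muscle markers and the mean of the salivary gland markers. Each point is a mouse, and the bars show the mean and SD of controls (n = 5) and groups A, B and C (n = 3 each); the muscle mean of group A replicate 2 is 4.76, and all others lie between 12.65 and 13.83.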

In general, the extent of up- and downregulation in each tissue differed between irradiation setups. The only notable exception was observed in the kidney medulla where irradiation of thyroid (group A) and irradiation of non-thyroid tissues (group B) resulted not only in a similar number of regulated transcripts, but also in a similar ratio (ratio: 4.3–5.0) of up- vs. downregulation. 

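Of the regulated transcripts of the kidney medulla, 152 were upregulated and 19 downregulated in group A, and 214 and 5 in group B. With only a group and the controls in the fit they were 471 and 83, and 528 and 56. H2bc4, a histone H2B gene, was upregulated in both groups (log2 ratios 2.10 and 2.02, adjusted p = 0.00318 and 0.00256 from limma), as was Tspan3, a tetraspanin gene (2.23 and 2.21). Among the downregulated transcripts of group A were Ppp2r2c, a phosphatase subunit gene (−1.02, SE 0.186), Chrd, a BMP antagonist gene (−0.83, SE 0.13), and Cyp4f14, a leukotriene hydroxylase gene (−0.80, SE 0.141). In group B they were Ehd1, Atxn7l2 (−0.76, SE 0.13), Bpnt2 (−0.63), Eri3 (−0.58) and Atp2b1, a plasma membrane calcium pump gene (−0.61, SE 0.105). Leaving out any of the mice ended the calls of these 5, and of 8 such fits in group A 7 ended that of Ppp2r2c, 4 that of Chrd and 7 that of Cyp4f14. For H2bc4 it was 3 in both groups, and for Tspan3 5 and 6. No transcript was downregulated in group C with limma, and 295 had a log2 ratio of −0.58 or lower at an unadjusted p under 0.01. The direct comparisons of group C with groups A and B gave 0 transcripts with limma and 925 and 973 at an unadjusted p under 0.05.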

Interestingly, this ratio decreased distinctly (ratio: 1.2) when all tissues were irradiated (group C), while the total number of regulated transcripts remained similar.

### Gene regulation in a tissue shared across irradiation setups

Comparison analysis identified genes in the liver and kidney medulla that were regulated across all irradiation setups (Fig. 1). For further information regarding probe ID and transcript ID of respective transcripts, please refer to Supplementary Fig. S1. Shared transcript regulation across all irradiation setups was not observed in the kidney cortex, lungs, spleen, and thyroid. 

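Cdkn1a was regulated in the spleen of groups B and C but not in group A, and the differences of group A from both were past the threshold: −3.35 and −3.74 (SE 0.185, adjusted p = 4.32e-08 from limma for group C). In the spleen, 6 transcripts were upregulated in both groups B and C. They came from Cdkn1a (3 probes), Phlda3 (2 probes) and Matn1. With the controls divided between the groups, which leaves fewer controls for each, 3 to 4 were shared. Simulated data with shared controls gave none, which its independent, unchanged probes fixed in advance. Ccl24, an eosinophil chemokine gene, was upregulated in group C (log2 ratio 1.43, SE 0.158, adjusted p = 0.000516), and Brwd1, a chromatin gene of B lymphocyte development, was downregulated there (−1.22 on 1 of its 4 probes, adjusted p = 0.00142). Of 8 fits with 1 mouse left out, 8 ended the call of the brighter Phlda3 probe in group B, 2 and 5 that of Matn1 in groups B and C and 1 that of Brwd1. No transcript of the kidney cortex, lungs, spleen or thyroid was regulated in all 3 groups with limma. At an unadjusted p under 0.01 with the same log2 threshold, 1 transcript of the kidney cortex and 1 of the spleen passed in all 3 groups.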

In the liver, 6 genes (6 transcripts) were identified, with 5 thereof being continuously downregulated. 

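Rgn, which encodes a calcium-binding lactonase of hepatocytes, had liver log2 ratios of −1.13, −1.09 and −1.36 (SE 0.283) in groups A, B and C, with adjusted p of 0.272, 0.498 and 0.107 from limma. Alb, the albumin gene, had log2 ratios of −1.44, −1.83 and −1.17 (SE 0.542, adjusted p from 0.32 to 0.735), and in group C −1.92 without replicate 3. Serpina4-ps1, a kallikrein inhibitor pseudogene, had log2 ratios of −2.98, −1.17 and −2.30 (SE 0.768, adjusted p from 0.217 to 0.999), and in group B −0.17 without replicate 1 and −2.18 without replicate 2. Fgf21, a hormone gene of the fasting response, had log2 ratios of 0.98, 1.34 and 1.58 (SE 0.651, adjusted p from 0.279 to 0.944). Without replicate 2 it had 0.53 in group B and 1.04 in group C. Its log2 intensity in controls was 7.23 ± 1.06 (SD, n = 5). No liver transcript was regulated in all 3 groups with limma, and 4 passed in all 3 groups at an unadjusted p under 0.01, all of them lower than in controls.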

In the kidney medulla, 98 genes (101 transcripts) were identified which made up around 40% of the total number of regulated transcripts (*cf.* Table 1). In contrast to the liver, the majority of genes (77 of 98) were continuously upregulated. 

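Acadl, which encodes an acyl-CoA dehydrogenase of mitochondrial fatty acid oxidation, was upregulated in the kidney medulla of all 3 groups, with log2 ratios of 1.96, 1.83 and 1.54 (SE 0.206, adjusted p = 0.000712, 0.000842 and 0.00812 from limma) on 1 of its 3 probes. Nampt, the rate-limiting gene of NAD salvage, had log2 ratios of 0.82, 0.88 and 1.14 (SE 0.127), and its highest adjusted p was 0.00361. Ptger3, the prostaglandin E receptor gene of the thick ascending limb, had 1.20, 0.92 and 1.01 (SE 0.142). The mitochondrial import gene Tomm22 had 1.26, 1.32 and 1.18 (SE 0.124), and the prefoldin gene Vbp1 had 1.57, 1.18 and 1.30 (SE 0.153). Rpl22l1, a ribosomal protein gene, had 1.96, 1.96 and 1.98 (SE 0.3). The inhibitors of cell death Bcl2 (0.75, 1.02 and 0.85 on 1 of 5 probes) and Birc2 (1.21, 0.88 and 1.09 on 1 of 3) were also upregulated. The others were Ankrd17, Chmp5, Eef1b2, Kif1b, Lypla1, Mep1a and Zfp760. These 15 transcripts were regulated in all 3 groups, all upward. Simulated data with shared controls gave none, a count that its independent, unchanged probes fixed in advance. With the controls divided between the groups, which leaves fewer controls and less power for each, A and C shared 0 to 1, as did B and C. The number regulated in all 3 groups was 0 without group B replicate 2 or group C replicate 1 or 2. It was between 1 and 6 without any other mouse but group C replicate 3, and 312 without that mouse. It was also 0 with only a group and the controls in the fit, with the replicate number as a block and with the steps closest to the paper's. Without a detection filter it was 6, and with a variance trend and robust fit 26. In group C the call of Nampt and of Tomm22 was ended by 2 of 8 mice left out, that of Vbp1 by 5, that of Ankrd17 by 6 and each other by 7.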

In both tissues, all genes maintained the same direction of regulation irrespective of irradiation setup. Differential regulation was on a comparatively low level in both tissues with maximum log_2_ ratios of 1.95 and −1.86 up- and downregulation, respectively. In total, these genes were regulated in a similar fashion irrespective of the irradiated region, i.e. whether or not the tissue was exposed to ionizing radiation.

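The log2 ratios of the kidney medulla correlated across probes with r = 0.861 between groups A and B, 0.761 between A and C and 0.753 between B and C. Probes are not independent replicates, and the shared controls alone gave r = 0.374 in simulated data for groups A and B. With the controls divided between the groups, r for groups A and B was 0.582 to 0.764 over 20 divisions. In the liver r was 0.627 for groups A and B (0.149 to 0.39 with the controls divided), 0.302 for A and C and 0.283 for B and C, where the shared controls alone gave between 0.372 and 0.38 in simulated data. Between groups A and B of the medulla, 113 upregulated transcripts were shared. Among them were Cox7b of respiratory complex IV (log2 ratios 1.75 and 1.72) and Atp5a1 of the ATP synthase (1.17 and 1.07), whose calls were ended in 5 and 6, and 5 and 7, of 8 fits with 1 mouse left out. Their median log2 ratio was 1.26 in group A and 1.30 in group B of the medulla. In the liver 84 of the 113 probes were tested, with medians of −0.48 and −0.46, and in the kidney cortex 111, with −0.31 and −0.27. Group C replicate 3 had a mean of these probes of −0.32 in the medulla relative to all mice, while those of groups A and B lay between 0.49 and 0.66 and those of the controls between −0.89 and −0.75. The medulla array of group C replicate 3 had the lowest detected share of that tissue (41.75%). With the controls divided, 0 to 3 transcripts were shared. Each group then had fewer controls, and the numbers called also fell when a single mouse was left out. The drop from 113 therefore does not separate shared controls from lost power. Simulated data with shared controls gave none, but there unchanged probes varied independently, so a count near 0 was fixed in advance. The paper concludes that thyroid irradiation led to non-targeted responses at a distance in the liver and in both parts of the kidney, cortex and medulla. It also describes in-field and out-of-field responses as similar to an extent that differed between tissues.

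**Figure D2:**
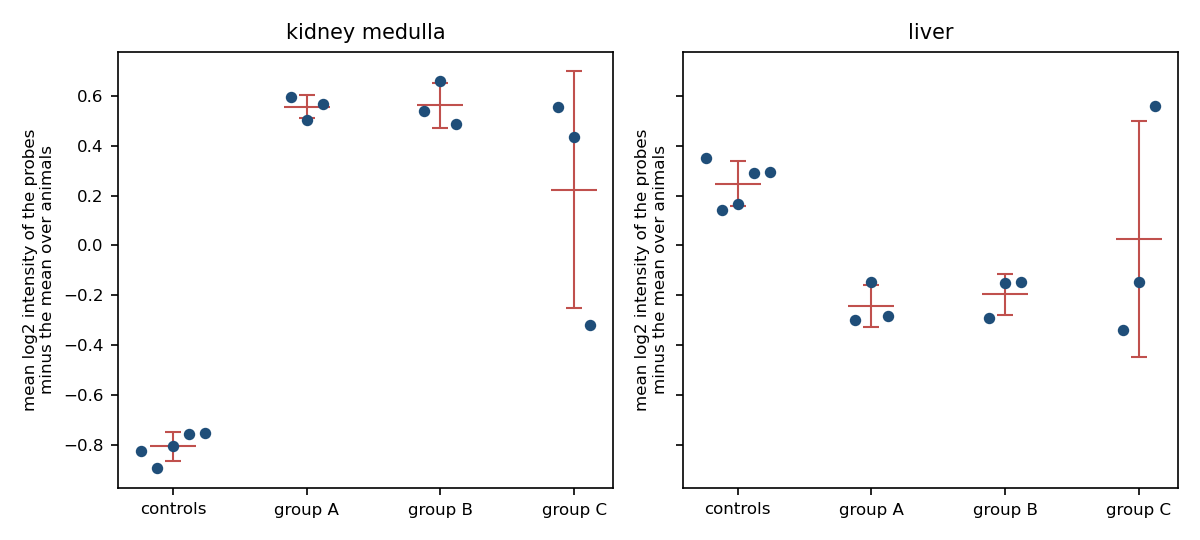
Mean log2 intensity of the probes upregulated in the kidney medulla of groups A and B, minus the mean over mice, in the kidney medulla (113 probes) and the liver (the 84 tested there). The probes were chosen for their difference in the medulla, which fixes the separation of groups A and B from controls in that panel. Each point is a mouse, with the mean and SD of controls (n = 5) and groups A, B and C (n = 3 each); in the liver group C replicate 3 lies at 0.56 and the controls between 0.14 and 0.35.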

The similarity between thyroid-specific gene regulation and regulation in the investigated non-thyroid tissues was analyzed between different exposure setups (Fig. 2). For further information regarding probe ID and transcript ID of respective transcripts, please refer to Supplementary Fig. S2. For each non-thyroid tissue, data from each irradiation setup (groups A–C) were compared individually with thyroid data from group A. As such, the analysis gave information on the shared gene regulation between thyroid tissue upon thyroid irradiation and regulation in non-thyroid tissues for each irradiation setup. 

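The thyroid of group A had no regulated transcript with limma, so none was shared with another tissue, and 993 of its transcripts had an unadjusted p under 0.05. At an unadjusted p under 0.01 with the same log2 threshold, Gjb2, Sdhc of respiratory complex II and the class I antigen gene H2-D1 were shared with the kidney medulla in each of groups A, B and C. By this measure the medulla shared 7, 8 and 9 transcripts in groups A to C, where 3.92, 3.78 and 3.66 were expected from the counts. The kidney cortex shared 3 in group B (Derl2, Ly6e and Noxo1), where 1 was expected. The lungs shared Mrpl51 in group B, where 0.35 were expected. In the liver the 1 shared transcript was Stap2 in group C, where 1.26 were expected. In the spleen there were 2, 2 and 4 in groups A, B and C, where 0.92, 1.08 and 1.26 were expected. These counts at unadjusted p were chosen after the adjusted ones were seen. Of those shared with the medulla, 3 of 7, 5 of 8 and 7 of 9 had the same direction in both tissues in groups A, B and C.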

Few similarities in specific gene regulation were observed in this comparison analysis: in the kidney cortex, lungs, and spleen, no genes were shared with the thyroid when only thyroid was irradiated (group A); in the kidney medulla and liver, 5 and 3 genes were shared with thyroid in this setup (group A), respectively. Regarding irradiation of non-thyroid tissues (group B), all non-thyroid tissues except for the liver shared at least 2 regulated genes with the thyroid (group A). When all tissues were irradiated (group C), the number of transcripts shared with the thyroid increased somewhat in all tissues except for the spleen. Log_2_ ratios of shared transcripts were generally low in the non-thyroid tissues but somewhat higher in the thyroid. 

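Pvalb, which encodes the calcium buffer parvalbumin of muscle and of the distal tubule, had kidney medulla log2 ratios of −0.71, −0.74 and −1.64 (SE 0.624) in groups A, B and C, with adjusted p of 0.524, 0.522 and 0.119 from limma. Without group C replicate 2 the last was −0.49. Pgam2, the muscle phosphoglycerate mutase gene, had −0.76, −0.75 and −1.44 (SE 0.528, adjusted p from 0.11 to 0.432), and −0.57 in group C without replicate 2. Klk1b27, a glandular kallikrein gene, had −0.77, −0.75 and −0.81 (SE 0.347, adjusted p from 0.159 to 0.215), and −0.50, −0.49 and −0.40 without replicate 2 of each group. In the thyroid of group A the log2 ratio was −3.34 (SE 1.65) for Pvalb, −3.04 (SE 1.45) for Pgam2 and 3.40 (SE 1.91) for Klk1b27, with adjusted p between 0.495 and 0.501. Without group A replicate 2 these were −0.06, −0.21 and 0.53, without replicate 3 they were −4.62 for Pgam2 and 5.61 for Klk1b27, and without replicate 1 Pvalb had −5.02. The log2 intensity of Pvalb in the thyroid samples was 11.05 ± 5.67 (SD, n = 3) in group A and 14.39 ± 0.13 (SD, n = 5) in controls. Group A replicate 2 had a skeletal muscle marker mean of 4.76 in these samples. The dimmer Gjb2 probe had medulla log2 ratios of 0.81 (adjusted p = 0.0248) and 0.75 (adjusted p = 0.048) in groups B and C.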

The only genes that were regulated in a non-thyroid tissue across all irradiation setups (groups A–C) and were also regulated in the thyroid (groups A) were identified in the kidney medulla: *Pvalb* and *Pgam2* (continuously downregulated), *Gjb2* (continuously upregulated), and *Klk1b27* (continuously downregulated in the kidney medulla, but upregulated in the thyroid).

### Regulation of IR- and TH-associated signature genes

The number of regulated genes in the IR-associated and TH-responding gene signature generally differed between the tissues at the same irradiation setup (Fig. 3). For information on gene name, probe and transcript ID, and log_2_ ratio of regulated IR-associated and TH-responding genes, please refer to Supplementary Tables S2 and S3, respectively. 

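Pck1, the gluconeogenesis gene that thyroid hormone induces in the liver, had a log2 ratio of 1.15 (SE 0.264, adjusted p = 0.0202 from limma) in the kidney medulla of group A and −1.45 (SE 0.482, adjusted p = 0.442) in its liver. Cyp7a1, the bile acid synthesis gene, had a liver log2 ratio of 0.77 (SE 0.346, adjusted p = 0.601) in group A. The malic enzyme gene Me1 had 0.42 (SE 0.131, adjusted p = 0.0701) in the kidney medulla. Among the thyroid hormone response genes measured, 16 in the liver and 13 in the kidney medulla, 0 were regulated with limma in group A, and Pck1 in the medulla passed when adjusted over the list alone. This list was not called by camera in any of the 18 comparisons, with the lowest adjusted p of 0.0513 in the kidney cortex of group A (estimated-correlation p = 0.811). The p53 target list was not called in group A in the kidney cortex (adjusted p = 0.519), kidney medulla (0.822), liver (0.445), lungs (0.179) or spleen (0.977). The paper's own gene signatures, in its supplementary tables, were not in hand for these counts.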

Interestingly, regulation of both gene signatures was observed in the kidney medulla (Fig. 3B) and in the liver (Fig. 3C) in the absence of direct ionizing radiation exposure, i.e. when only the thyroid was irradiated (group A). In contrast, signature gene regulation was not detected in the kidney cortex (Fig. 3A), lungs (Fig. 3D), and spleen (Fig. 3E) for that condition (group A). The largest overall response was observed in the kidney medulla followed by the liver and kidney cortex.

IR-associated signature genes were detected in all investigated non-thyroid tissues upon irradiation (groups B–C), as were TH-responding signature genes. 

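Cdkn1a had higher log2 intensities in all mice of groups B and C than in all controls in each of the 5 non-thyroid tissues, although it passed the threshold in the spleen and, in group C, the liver. In the spleen its fold change was 10.7 in group B (log2 ratio SE 0.165, adjusted p = 3.16e-08 from limma) and 14.0 in group C (adjusted p = 6.69e-09). Its log2 ratio was 2.10 (SE 0.402, adjusted p = 0.109) and 2.66 (adjusted p = 0.135) in the kidney cortex of groups B and C, and 1.35 (SE 0.238, adjusted p = 0.119) and 1.58 (adjusted p = 0.0581) in the lungs. In the kidney medulla it was 1.54 (SE 0.504, adjusted p = 0.0838) and 2.19 (adjusted p = 0.0369), and 1.25 in group C without replicate 2. Phlda3 was upregulated in the spleen, with 1.89 (SE 0.259, adjusted p = 0.00605) in group B, a call that leaving out any mouse ended, and 2.18 (adjusted p = 0.00105) in group C. Bbc3, the proapoptotic p53 target, had spleen log2 ratios of 1.45 and 1.44 (adjusted p = 0.038 and 0.0336). Of 25 p53 targets measured in the kidney cortex, 22 were higher in group B and 20 in group C than in controls, with an adjusted p of 2.27e-07 from camera in both groups. With the correlation estimated, p was 0.021 in both, and 6 and 2 targets passed when adjusted over the list alone. In the spleen 20 and 22 of 25 targets were higher (adjusted p = 5.58e-08 and 1.07e-10). Their estimated-correlation p was 0.191 and 0.1, and 8 targets in group B and 7 in group C were higher when adjusted over the list alone, with Ddb2 lower in both. In the lungs 19 of 26 were higher in both groups, with an adjusted p of 0.000489 and 0.00318. The estimated-correlation p there was 0.244 and 0.368. In the kidney medulla the adjusted p was 0.00431 and 0.00264, with 17 of 23 higher in both groups. The estimated-correlation p was 0.368 and 0.359. In the liver the list was not called in groups B and C (adjusted p = 0.0518 and 0.287), and with 1 mouse left out the adjusted p in group B ranged from 0.0478 to 0.0972. It was 0.0467 with a variance trend and robust fit and 0.0161 with the mean over the probes of a gene.

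**Figure D3:**
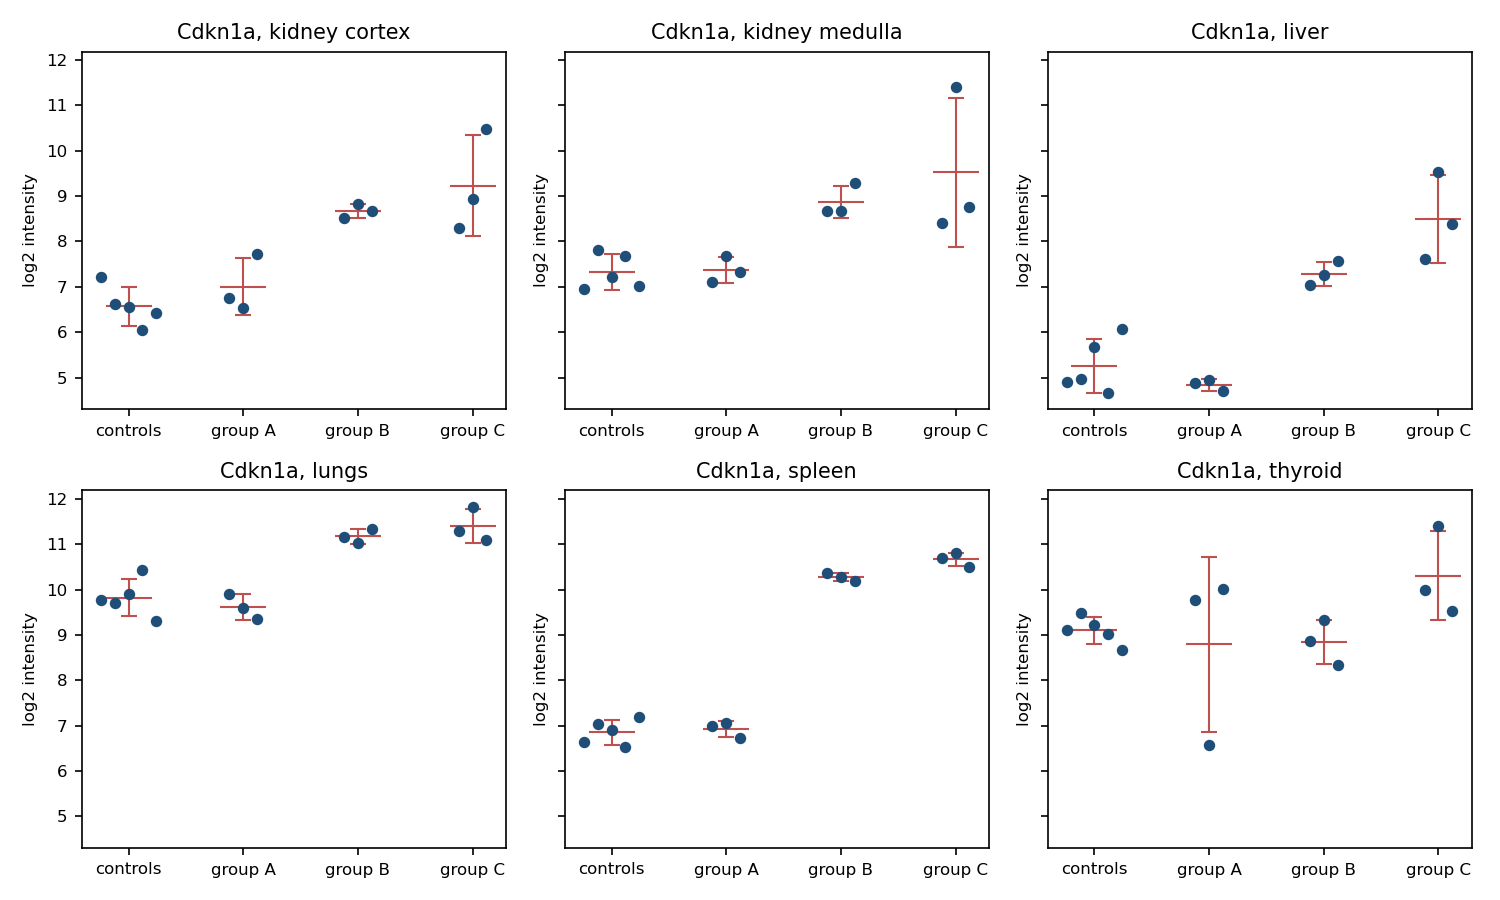
Log2 intensity of Cdkn1a in the 6 tissues. Each point is a mouse, with the mean and SD of controls (n = 5) and groups A, B and C (n = 3 each); in the spleen group B lies between 10.18 and 10.36, group C between 10.50 and 10.80 and the controls between 6.52 and 7.19.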

The average number of regulated genes for either signature was higher in the kidney cortex, kidney medulla, and liver than in the lungs and spleen. A clear dominance of a signature was only observed in the liver for TH-responding genes (specifically group A) and in the spleen for IR-associated genes (groups B–C), while the kidney cortex indicated a trend towards TH-responding genes upon irradiation of non-thyroid tissues (group B). In the kidney medulla, the number of regulated genes was comparatively high but on the same level for each signature irrespective of irradiation setup. The lungs exhibited the lowest overall number of regulated signature genes among non-thyroid tissues and showed the lowest response in IR-associated genes (groups B–C). Interestingly, regulation of TH-responding genes in the lungs outweighed IR-associated genes when all tissues were irradiated, which was not observed among the other tissues for that condition (group C). 

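In the thyroid samples Cdkn1a had log2 ratios of −0.31 in group A, −0.26 in group B and 1.21 in group C (SE 0.67, adjusted p = 0.839, 1 and 1 from limma). Its log2 intensity was 6.57 in group A replicate 2, which had the low muscle marker values, and at most 10.02 in the others of that group. Without that replicate the log2 ratio in group A was 0.80, and without replicate 3 it was −0.93. It was −0.50 and −0.01 in group B without replicates 2 and 3, and 0.66 in group C without replicate 2. The p53 target list, with 20 members measured, was not called in groups A, B or C (adjusted p = 0.97, 0.662 and 0.393). No member of the list was regulated in the thyroid with limma.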

In the thyroid (Fig. 3F), signature gene regulation was only observed when the tissue was irradiated (group A) but not upon irradiation of non-thyroid tissues (group B) or when the thyroid was irradiated in combination with non-thyroid tissues (group C). Compared with the non-thyroid tissues, the response was low with only one regulated gene for each signature.

Often, the same genes were regulated when several signature genes were detected for two or more irradiation setups (*cf*. Supplementary Tables S2 and S3). In general, average log_2_ ratios (i.e. absolute values of up- and down regulation) lay on a similar level for IR-associated and TH-responding signature genes. The kidney cortex, kidney medulla, and liver showed the lowest average log_2_ ratios for either signature, i.e. 1.00, 0.86, and 1.05, respectively, for IR-associated genes and 0.85, 0.94, and 0.93, respectively, for TH-responding genes. Although the lungs and spleen had a lower response in the number of regulated signature genes, both tissues showed slightly higher average log_2_ ratios for both signatures (IR-associated genes, average log_2_ ratio: 1.20 (lungs) and 1.34 (spleen); TH-responding genes, average log_2_ ratio: 1.09 (lungs) and 1.75 (spleen)). Thyroid displayed the lowest number of regulated signature genes but also the highest log_2_ ratios for differential regulation: the IR-associated gene *Gjb2* was (up-)regulated with a log_2_ ratio of 2.19 (average of two probes) and the TH-responding gene *Atp2a1* was (down-)regulated with a log_2_ ratio of (−2.41).

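The brighter probe of Gjb2, which encodes connexin 26, had a log2 ratio of 3.85 (SE 1.32) in the thyroid of group A and the dimmer one 2.71 (SE 0.767), with an adjusted p of 0.495 for both from limma. Without group A replicate 3 they were 6.13 and 4.17, and without replicate 2 they were 2.62 and 1.97. The log2 intensity of the brighter probe was 9.23 ± 3.95 (SD, n = 3) in group A and 5.39 ± 1.30 (SD, n = 5) in controls. Atp2a1, the calcium pump gene of fast skeletal muscle, had a log2 ratio of −3.24 (SE 1.53, adjusted p = 0.495), from 14.21 ± 0.22 (SD, n = 5) in controls to 10.97 ± 5.21 (SD, n = 3), and −0.23 without group A replicate 2. All 25 skeletal muscle markers were lower in group A than in controls, with a median log2 ratio of −3.18, and all 12 salivary gland markers were higher, with a median of 3.11. Group A replicate 2 stood apart in both, with a muscle mean of 4.76 (13.34 and 13.66 in replicates 1 and 3) and a salivary mean of 13.53 (8.01 and 5.60). Both lists were called with camera (adjusted p = 8.18e-09 and 0.000197). With the correlation estimated, p was 0.841 and 0.836.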

### Regulation profiles of associated cellular function

Categorization of enriched biological processes revealed similarities and differences between the irradiation setups with regard to cellular function (Fig. 4). In most tissues, no effect on *DNA integrity* and *gene expression integrity* was observed.

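Brca2, a homologous recombination gene, and H2ax, the histone gene that marks double-strand breaks, had spleen log2 ratios of −0.65 (SE 0.147) and −0.86 (SE 0.193) in group B, with an adjusted p of 0.164 for both from limma. They were the 2 genes of the double-strand break repair list that passed when adjusted over the list alone. Of the 19 members measured in the spleen, 15 were lower in group B, with a median log2 ratio of −0.16 (adjusted p = 0.00431 from camera). The estimated-correlation p was 0.811. In the other 17 comparisons the list was not called, with adjusted p between 0.0944 and 0.938.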

The highest level of regulation and the largest diversity across categories were observed in the kidney medulla. This tissue also showed the highest degree of similarity between the irradiation setups, meaning with regard to both regulated subcategories and intensity of regulation. 

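Sdhd of respiratory complex II was upregulated in the kidney medulla with log2 ratios of 1.31 (SE 0.193, adjusted p = 0.00361 from limma) in group A and 1.45 (adjusted p = 0.00188) in group B, and had 1.02 (adjusted p = 0.0196) in group C. Ndufb4 of complex I had 1.34 and 1.48 in groups A and B (adjusted p = 0.00529 and 0.00391) and 0.92 (adjusted p = 0.0426) in group C. Of 8 fits with 1 mouse left out, 3 ended the call of Sdhd in each of groups A and B, and 7 and 5 that of Ndufb4. Of 79 oxidative phosphorylation genes, 5, 7 and 0 were regulated in groups A, B and C over all transcripts, and 8, 9 and 2 when adjusted over the list alone. The list as a whole was not called in group A (median log2 ratio −0.04, adjusted p = 0.618 from camera). Hspa5, the endoplasmic reticulum chaperone gene, had 1.74 (SE 0.384, adjusted p = 0.0168) in group A and 1.80 (adjusted p = 0.0148) in group B. Hspe1, a mitochondrial chaperone gene, was upregulated in group B with 0.93 (SE 0.156, adjusted p = 0.00492), which 7 of 8 such fits ended. The median of 14 chaperone genes was 0.45, 0.31 and 0.58 in groups A, B and C, called with adjusted p of 0.000521, 0.00323 and 0.00315. With the correlation estimated, p was 0.811, 0.836 and 0.836. Among 8 markers of the thick ascending limb, 7 were higher in groups A and B (adjusted p = 0.0048 and 0.0153), and Kcnj1 and Ptger3 passed when adjusted over the list alone. Their estimated-correlation p was 0.811 in both groups. The interferon response genes were called higher in groups B and C (adjusted p = 0.000165 and 0.000351), and Oasl2 was upregulated in group B with a log2 ratio of 1.29 (SE 0.225, adjusted p = 0.0058), which 7 of 8 fits with 1 mouse left out ended. The estimated-correlation p of this list was 0.811 in both. The 14 glucocorticoid response genes measured were all higher in group C, with a median of 0.65 (adjusted p = 8.55e-05, estimated-correlation p = 0.368). In the same samples proximal tubule markers were called lower, 21 of 26, with a median of −0.75 (adjusted p = 0.00184, estimated-correlation p = 0.841).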

In the kidney medulla, all main categories of cellular function were regulated at basically every irradiation setup, i.e. the only exception was found for *DNA integrity* when all tissues were irradiated (group C). It should be noted, however, that respective regulations of *DNA integrity* in groups A–B consisted of only one biological process. Between irradiation of thyroid (group A) and irradiation of non-thyroid tissues (group B), the highest similarity was observed for *metabolism, stress responses*, and *organismic regulation*. The other categories also exhibited similar trends for several subcategories. Distinct dissimilarity was only observed for *cellular integrity,* where irradiation of all tissues (group C) resulted in a distinctly stronger regulation (regarding number of subcategories, biological processes, and intensity of regulation) than irradiation of thyroid alone (group A). Despite the diverse regulation across categories, several cellular functions were not regulated at any irradiation setup on the subcategorical level in the kidney medulla, i.e. *(DNA) damage and repair*, *transcription*, *cell cycle regulation*, *general cell cycle and regulation*, *signaling molecules*, *oxidative stress response*, *inflammatory responses*, and *behavior*.

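Ehhadh, a peroxisomal fatty acid oxidation gene, had a liver log2 ratio of 1.08 (SE 0.262, adjusted p = 0.147 from limma) in group C, and the lipid droplet gene Plin4 had 3.03 (SE 0.5, adjusted p = 0.0638). Cidec, another lipid droplet gene, had 3.76 (SE 0.925, adjusted p = 0.147), with a log2 intensity of 8.79 ± 3.30 (SD, n = 3) against 5.03 ± 0.58 (SD, n = 5), and a log2 ratio of 2.13 without group C replicate 2. All 16 genes of fatty acid oxidation and fasting were higher in group C, with a median log2 ratio of 0.59 (adjusted p = 2.15e-07 from camera). The estimated-correlation p was 0.811. The list was also called higher in group A (median 0.31, adjusted p = 0.000489, estimated-correlation p = 0.815). Lipid and sterol synthesis genes were called lower in group C (median −0.49, adjusted p = 0.0233, estimated-correlation p = 0.853). In group B the cell cycle genes were called higher, with 16 of 18 above controls (median 0.37, adjusted p = 0.00114, estimated-correlation p = 0.841). Glucocorticoid response genes were called lower in group A, all 14 of them (adjusted p = 0.00579, estimated-correlation p = 0.811). Over all lists, 3, 3 and 4 were called in groups A, B and C of the liver, and 0 with the estimated correlation.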

In the liver, cellular functions were regulated with less diverse patterns compared with the kidney medulla, i.e. fewer subcategories were regulated, yet the patterns also showed distinct similarities between all irradiation setups. Similar regulation patterns were seen in the categories *cellular integrity*, *cell cycle and differentiation*, *cell communication*, and *stress responses*, and to a somewhat lesser degree in *metabolism*.

In the kidney cortex, the diversity and intensity of responses resembled the liver. However, the regulation patterns upon thyroid irradiation (group A) were less similar to non-thyroid tissue irradiation (group B) or to combined irradiation of all tissues (group C). 

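The p53 target genes Bbc3 and Plk2 had log2 ratios of 1.19 (SE 0.225, adjusted p = 0.109 from limma) and 0.83 (SE 0.164, adjusted p = 0.132) in the kidney cortex of group B. Mx2, an antiviral gene induced by interferon, had 1.01 (SE 0.311, adjusted p = 0.233) in the same group. Vnn1, a pantetheinase gene of the fasting response, had 0.94 (SE 0.169, adjusted p = 0.153) in group C. Interferon response genes were called higher in groups B and C, with 17 of 20 above controls in both (adjusted p = 0.000914 and 0.00268). With the correlation estimated, p was 0.841 in both. All 16 genes of fatty acid oxidation and fasting were higher in group C, with a median of 0.60 (adjusted p = 1.56e-09, estimated-correlation p = 0.247), and the adipocyte markers were called higher too (median 1.97, adjusted p = 0.00114, estimated-correlation p = 0.811). Group A had called lists of intercalated cell markers, which were higher, and of proximal tubule and fibroblast markers, which were lower (adjusted p = 0.00315, 0.0302 and 0.017). Their estimated-correlation p was 0.811, 0.841 and 0.485. Across probes the log2 ratios correlated with r = 0.384 between groups A and B, 0.204 between A and C and 0.299 between B and C, where the shared controls alone gave between 0.369 and 0.376 in simulated data. The mean of the p53 targets was 8.53 to 8.66 in mice of groups B and C, 8.17 to 8.28 in group A and 8.10 to 8.19 in controls.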

Between irradiation of non-thyroid tissues (groups B) and all tissues (group C), distinctly similar regulation patterns were observed in *metabolism* and *stress responses,* and to some extent in *cell communication*.

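Prc1 and Cdk1, genes of mitosis, had log2 ratios of −1.16 (SE 0.225, adjusted p = 0.173 from limma) and −0.90 (SE 0.212, adjusted p = 0.455) in the lungs of group B, and Cdk1 had −1.03 (adjusted p = 0.312) in group C. Of 28 cell cycle genes measured in the lungs, 27 were lower in group B and 27 in group C, with medians of −0.54 and −0.64 (adjusted p = 9.76e-20 and 2.11e-19 from camera). The estimated-correlation p was 0.191 in both, and 5 and 3 genes passed when adjusted over the list alone. In group A the list was not called (adjusted p = 0.815). T and NK lymphocyte markers were called lower in the lungs of groups B and C (medians −0.55 and −0.72, adjusted p = 0.00439 and 0.00025). With the correlation estimated, p was 0.836 and 0.811. The 8 heart muscle markers had a median of −1.32 in the lungs of group B, and their mean ranged from 5.69 to 8.97 in its mice and from 6.52 to 10.42 in controls. Across probes, r was 0.132, 0.289 and 0.467 in the lungs between groups A and B, A and C, and B and C, and −0.0791, 0.276 and 0.379 in the spleen. The shared controls alone gave between 0.368 and 0.38 in simulated data of both tissues. The cell cycle list of the lungs was chosen for report after its result was seen.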

In the lungs and spleen, regulation patterns were distinctly dissimilar between all irradiation setups. Similar responses were only observed in the spleen between groups B and C in *cell cycle and differentiation* and *metabolism*. Also, regulation patterns were considerably less diverse compared with the kidney medulla and spleen, i.e. fewer subcategories were regulated.

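Ms4a1, which encodes the B lymphocyte antigen CD20, had a spleen log2 ratio of −1.74 (SE 0.289, adjusted p = 0.0237 from limma) in group C, from 8.25 ± 0.31 (SD, n = 5) to 6.51 ± 0.69 (SD, n = 3). The complement receptor gene Cr2 had −1.63 (SE 0.41, adjusted p = 0.144) and Fcrla had −1.30 (SE 0.337, adjusted p = 0.158), or −0.77 without group C replicate 1. All 15 B lymphocyte markers were lower in group C, with a median of −1.08 (adjusted p = 6.3e-13 from camera), and these 3 passed when adjusted over the list alone. The estimated-correlation p was 0.785. In groups A and B the list was not called (adjusted p = 0.457 and 0.71). With the replicate number as a block, which was not taken to pair the mice, it was called in both (adjusted p = 0.00171 and 0.00926 from camera). Of 36 cell cycle genes, 35 were lower in group B (median −0.31, adjusted p = 5.58e-08, estimated-correlation p = 0.841), and in group C the list was not called (adjusted p = 0.895). Whether groups B and C differ in these lists was not tested. Ifit3 had 1.33 (SE 0.24, adjusted p = 0.0466) in group B, where 19 of 21 interferon response genes were higher (adjusted p = 4.59e-07, estimated-correlation p = 0.564). Zmat3, a p53 target that destabilizes RNA, had 1.19 and 1.38 in groups B and C (SE 0.286, adjusted p = 0.222 and 0.0818). The mean of pancreatic acinar markers was 10.74 in group B replicate 3, 7.60 and 8.51 in group C replicates 2 and 3, and at most 6.27 in all other spleen samples. The B lymphocyte list was chosen for report after its result was seen.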

The thyroid showed the highest level of regulation when thyroid was irradiated (group A), specifically in *cellular integrity* and *organismic regulation*, compared with the other exposure setups. 

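Oxidative phosphorylation genes were lower in the thyroid of group A than in controls, 74 of 79 of them, with a median log2 ratio of −0.43 (adjusted p = 7.22e-10 from camera, estimated-correlation p = 0.841). The unfolded protein and amino acid response genes were higher, 16 of 17, with a median of 0.88 (adjusted p = 2.17e-05, estimated-correlation p = 0.811). In the same group, replicate 2 lacked the skeletal muscle signal (marker mean 4.76) and had a salivary gland marker mean of 13.53, and without it the transcripts at least 0.58 from controls fell from 3242 to 1076. In group B, lipid and sterol synthesis genes were called higher, all 21 of them, with a median of 0.57 (adjusted p = 5.96e-05, estimated-correlation p = 0.811). In group C, fatty acid oxidation and fasting genes were called higher (median 0.92, adjusted p = 6.5e-06, estimated-correlation p = 0.811). The adipocyte markers had medians of 1.01 and 1.45 in groups B and C. Over all lists, 7, 7 and 4 were called in groups A, B and C, and 0 with the estimated correlation.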

Regarding *metabolism*, the total number of regulated processes was similarly high upon thyroid irradiation (group A, 10 processes) and upon irradiation of all tissues (group C, 13 processes), but the distribution on the subcategorical level differed distinctly. The lowest response in the thyroid was seen when only non-thyroid tissues were irradiated (group B). Interestingly, regulation patterns after irradiation of thyroid alone (group A) showed few similarities with thyroid irradiation in combination with non-thyroid tissues (group C).

### Predicted pathway regulation of diseases and biological functions

Pathway analysis predicted the activation (or inhibition) state of associated diseases and biological functions. The thirty highest-ranked diseases and biological functions according to z-score are shown (Fig. 5). Although significance of activation state (|z-score| > 2) was not achieved for a large proportion of these pathways in the kidney cortex, liver, and lungs, the obtained data did indicate trends towards similarity or difference of responses between the irradiation setups. Please refer to Supplementary Tables S4–S9 for complete lists of generated diseases and functions for the kidney cortex, kidney medulla, liver, lungs, spleen, and thyroid, respectively.

The highest degree of similarity–here meaning both activation state (activation or inhibition) and strength of prediction (activation z-score) between all irradiation setups was seen in the kidney medulla. Eighteen of these pathways identified upon thyroid irradiation (group A) were regulated with the same predicted activation state and, in most cases, similar z-score as when only non-thyroid tissues were irradiated (group B). Among these pathways, activation was more frequent than inhibition. Irradiation of all tissues (group C) showed a higher degree of similarity with irradiation of non-thyroid tissues (group B), although around one-third of the pathways were also predicted to be regulated in a similar manner upon thyroid irradiation (group A).

The liver showed less similarity in pathway regulation between the irradiation setups than the kidney medulla. Around one-third of the pathways were shared between thyroid irradiation (group A) and non-thyroid tissue irradiation (group B), which was somewhat lower than the number of pathways shared between non-thyroid tissue irradiation (group B) and combined irradiation of all tissues (group C). Only a minority of these pathways were shared between all irradiation setups. The activation state did not show a distinct tendency towards activation or inhibition as was observed in the kidney medulla.

In the kidney cortex, only five pathways were shared between all irradiation setups and most instances thereof did not show a significant activation (or inhibition) state. Notably, only few regulation instances with weak prediction strength were observed upon thyroid irradiation (group A). In contrast, around two-thirds of these thirty pathways were shared between irradiation of non-thyroid tissues (group B) and in combination with thyroid (group C). Although a tendency towards pathway inhibition was somewhat more frequent than activation, few of these instances had significant prediction strength.

In the lungs, pathway regulation was not predicted upon thyroid irradiation (group A; *cf.* Supplementary Table S7). Shared regulation between irradiation of non-thyroid tissues (group B) and irradiation of all tissues (group C) was distinctly less frequent than observed in the kidney cortex, kidney medulla, and liver. Although the vast majority of instances did not achieve significant prediction strength, a distinct trend towards inhibition was observed upon irradiation of all tissues (group C).

The regulation pattern in the spleen showed similarity to the lungs: pathway regulation upon thyroid irradiation was basically not detected (barring two exceptions, *cf.* Supplementary Table S8) and most regulation instances showed inhibition or a trend towards inhibition. In contrast to the lungs, however, the vast majority of pathways were shared between irradiation of non-thyroid tissues (group B) and irradiation of all tissues (group C). Moreover, the spleen generally showed stronger prediction strength and a higher number of shared pathways compared with lungs (*cf.* Supplementary Tables S7 and S8).

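In the spleen, Zmat3, Bbc3, Cdkn1a, Ccng1, Dcxr, Phlda3 and Plk2 were higher in both groups B and C when adjusted over the p53 target list alone. Plk2, a stress-induced kinase gene, had a log2 ratio of 1.09 (SE 0.197, adjusted p = 0.0417 from limma) in group C, and Ccng1 had 1.18 (SE 0.245, adjusted p = 0.112) and 0.88 (adjusted p = 0.201) in groups B and C. Ddb2, a nucleotide excision repair gene, had −0.71 and −0.72 (SE 0.176, adjusted p = 0.222 and 0.134). Macrophage markers were called higher in group B, all 11 of them, with a median of 0.59 (adjusted p = 5.96e-05, estimated-correlation p = 0.721). Neutrophil and myeloid precursor markers were called lower in group B, all 16 of them (median −1.04, adjusted p = 5.89e-05, estimated-correlation p = 0.841). Neither of these was called in group C, and the difference between groups B and C was not tested for lists. Of 33 lists, 14 were called in group B and 7 in group C, and 0 in each with the estimated correlation.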

In the thyroid, the highest frequency of pathway regulation among the thirty highest ranked pathways was seen upon irradiation of the tissue (group A). In contrast, the frequency of pathway regulation upon exclusive irradiation of non-thyroid tissues was very low (group B). Only few identified pathways were shared between irradiation of thyroid (group A) and thyroid irradiation in combination with the other tissues (group C), also showing large discrepancy in prediction strength. Considering all identified pathways in the thyroid, activation (or trend towards activation) was somewhat more frequent than inhibition (or trend towards inhibition) (*cf.* Supplementary Table S9).

## Discussion

Partial body irradiation of the thyroid gland resulted in transcriptional regulation in the kidney medulla and liver that resembled responses to irradiation of the thorax and abdomen. In the kidney cortex, the total number of regulated transcripts was rather similar between the irradiation setups, but the transcript-associated cellular functions displayed a higher degree of heterogeneity. The lungs and spleen exhibited basically no transcriptional regulation in the absence of direct tissue irradiation. In summary, out-of-field responses on the transcriptional level resembled in-field responses to varying extent depending on the type of tissue. This tendency was also in agreement with the tissue-specific tendency of TH-responding signature gene regulation. The regulation of TH-responding signature genes in the absence of thyroid irradiation, which was seen in all non-thyroid tissues to varying extent, might be due to down-stream effects of IR-induced gene regulation in each tissue, or–in certain part–might result from thyroid-dependent stimuli induced by scattered photons, which might have occurred upon large-field irradiation of the thorax and abdomen. It should be pointed out that the overall transcriptional response, as well as individual gene regulation and functional association, were studied in female mice and not in a cohort including both sexes. Female BALB/c nude mice were chosen to match the respective tumor xenograft model that is routinely used in therapeutic pre-clinical studies. As such, before validation for both sexes, these results should not be generalized as sex-independent.

A pronounced effect on transcriptional regulation in thyroid tissue was expected upon exclusive irradiation of the thyroid with 2 Gy, which was in agreement with the 115 significantly detected transcripts. The cause of transcriptional regulation in the thyroid in the absence of irradiation remained a point of speculation. A possible explanation may be that the thyroid gland was subjected to absorbed dose in the mGy range at the border of the irradiated volume. In this scenario, low-level exposure may well have resulted in regulation of the 17 detected transcripts. Surprisingly, the total number of regulated transcripts in the thyroid lay on a similar level upon irradiation of non-thyroid tissues and upon combined irradiation of all tissues. On a similar note, the overall transcriptional regulation was decidedly lower in the thyroid upon combined irradiation with non-thyroid tissues than upon exclusive thyroid irradiation. In other words, absorbed dose to thyroid was found to not be the single factor influencing the strength of total transcriptional regulation in thyroid tissue. It is possible that transcriptional regulation in the thyroid underlay different mechanisms when a large volume of the body was irradiated. Whether this response was related specifically to one (or more) of the investigated non-thyroid tissues remained a point of speculation. It may be possible to further investigate this point with exclusive irradiation of each non-thyroid tissue and subsequent analysis of induced transcriptional effects in thyroid tissue.

The systemic context between tissues *in vivo* has consequences for analyzing normal tissue responses to ionizing radiation when the tissue of interest underlies stimuli from another tissue that was (also) exposed to ionizing radiation. Barring variation between different biological endpoints, a quantified response would thus not be a monocausal effect resulting from ionizing radiation exposure, but may represent–to a certain extent–an effect induced by another tissue. The extent of similarity was analyzed by means of shared gene regulation across all irradiation setups, as well as data enrichment for functional pathway analysis. The kidney medulla showed a large number of genes that were regulated in a highly similar fashion at all irradiation setups; such a finding was also demonstrated in the liver, although the number of genes was comparatively low.

This finding raises the question how gene regulation in the kidney medulla should be interpreted upon in-field exposure when a large percentage of genes were also regulated when the tissue was out-of-field, i.e. when only the thyroid was irradiated. The analytical dilemma becomes even more apparent when considering that combined irradiation of the thyroid and non-thyroid tissues resulted in a distinctly similar regulation pattern in that gene set as was observed for the other two irradiation setups. The change extent of individual transcript regulation is a suitable measure to evaluate potential additive or even synergistic effects in the biological response. However, even log_2_ change values in this gene set for kidney medulla were basically on the same level and did not indicate additive effects between irradiations setups.

Furthermore, this finding has implications for biomarker discovery and risk assessment in radiotherapy when the thyroid is a risk organ, since down-stream responses in other organs, in particularly in the kidneys and liver, can also be expected. Understanding the complexity of *in vivo* responses, in this case regulatory dependency between tissues, offers a new venue for estimating and counteracting side effects that may otherwise have appeared intangible or unrelated in non-targeted tissues. As such, these genes constitute a promising panel of biomarker candidates for assessing side-effects in non-irradiated tissues. Individual genes may even serve as molecular targets to modulate pathways to decrease detrimental tissue responses. However, the dose-response of this gene set needs to be assayed in future studies and longitudinal studies are necessary to link early transcriptomic effects to long-term tissue health status.

In case of the thyroid gland, the physiological systemic context may appear obvious; however, to the best of our knowledge, the impact of the irradiated thyroid gland on non-thyroid tissue gene regulation has been suggested but not been demonstrated before^27^. Overall, considering all analytical endpoints and the extent of responses in the non-thyroid tissues upon thyroid irradiation (group A), the study demonstrated ‘relative thyroid dependence’ in transcriptional responses: the kidney medulla showed a high degree of ‘thyroid dependence’, the liver showed a high-to-medium degree of ‘thyroid dependence’, and the kidney cortex showed a medium degree of ‘thyroid dependence’. On the other hand, basically no ‘thyroid dependence’ was observed in the spleen. In the lungs, ‘thyroid dependence’ was not seen upon thyroid irradiation (group A), but an impact from thyroid irradiation was observed when non-thyroid tissues were irradiated in combination with the thyroid (*cf.* lungs group B and C, Figs 4 and 5).

Interestingly, the biological consequence of ‘thyroid dependence’ appeared to be rather different for kidney medulla and liver. In the kidney medulla, the biological functions with highest similarity and activation z-score were associated mainly with immune responses and tumor proliferation. In the liver, in contrast, the highest ranking functions were associated with liver-related metabolic processes. This finding may indicate that non-targeted responses can manifest in disease-related processes or tissue-specific metabolic processes depending on the type of tissue.

The demonstrated phenomenon may be denominated as a ‘physiological systemic effect’, or a ‘physiological long-range non-targeted effect’. Nevertheless, systemically acting factors may also result from mechanisms exclusively induced by ionizing radiation effects in the thyroid, i.e. additional factors that are to be distinguished from thyroid-specific signaling molecules such as thyroid hormones. Numerous types of non-targeted or bystander responses have been investigated and mechanisms for mediating these responses have been proposed^6^,^7^,^30^,^31^,^32^,^33^. The two main mechanisms of bystander responses are through gap junctions for cells in direct contact^8^,^34^,^35^ and through release of soluble factors^8^,^13^. The nature of long-range factors that mediated the observed out-of-field responses in this setting could not be deduced from microarray data. Likewise, potential ‘cross-talk’ between the kidneys, liver, lungs and spleen, which might have occurred in response to thyroid irradiation or upon IR exposure, could not be assessed.

In conclusion, this study demonstrated long-range non-targeted responses in the kidney cortex, kidney medulla, and liver upon irradiation of the thyroid region. The quantity and associated biological quality of transcriptional regulation in these tissues showed distinct similarities between in-field and out-of-field setups, and moreover, the extent of similarities varied with type of tissue. Further studies are needed to investigate the molecular mechanisms through which out-of-field effects occurred in the kidneys and liver–and why they did not occur in a similar fashion in the lungs and spleen. Biological variables such as sex, age, or species (strain) may influence these effects and need to be considered as well. Another aspect to be addressed is the temporal dependence of long-range non-targeted responses, meaning when a non-targeted effect occurs in a distant tissue, how long it persists, and if responses would e.g. depict a peak or saturation effect. The dependence on absorbed dose, dose rate, and radiation quality also needs to be analyzed in detail if systemic effects are to be used for risk assessment in radiotherapy.

## Methods

### Irradiation of animals

Fourteen female BALB/c nude mice (CAnN.Cg-Foxn1nu/Crl; Charles River, Salzfeld, Germany) were aged to four months and had access to water and (autoclaved) food *ad libitum*. The study protocol was approved by the Ethical Committee for Animal Research at University of Gothenburg, Gothenburg, Sweden (Permit Number: 362/12). All animal procedures were carried out in accordance with the ethical approval. Body measurements were performed on each animal using a caliper in order to assure similar geometry for irradiation planning. Distances were measured from nose to thyroid and from shoulder to base of the tail, as well as ventral-dorsal neck thickness, ventral-dorsal body thickness, and transversal body width.

For the irradiation, a linear accelerator (Varian Medical Systems; Palo Alto, CA, USA), with 4 MV nominal photon energy and a dose rate of 2.3 Gy/min was used. After anesthetization with an i.p. injection of Ketaminol^®^ vet. (Intervet AB; Sweden) and Domitor^®^ vet. (Orion Pharma Animal Health; Sweden), the mice were placed on their stomach in a prone position, head to gantry, on a polystyrene bed. The animals were subdivided into four groups (A–D) according to geometric similarity described above. The irradiation setup for each group is illustrated in Fig. 6. In group A (n = 3), only the thyroid region, i.e. collum, was irradiated and the radiation field at the isocenter (1,000 mm) was 10 × 10 mm. In group B (n = 3), the thorax and the abdomen were irradiated (field length and width: 60 × 50 mm). In group C (n = 3), the thyroid region (collum) as well as the thorax and abdomen were irradiated (field length and width: 71 × 50 mm). Sham control animals (group D, n = 5) were anesthetized but not subjected to irradiation. During the irradiation, the mice in each group were covered with 1 cm tissue equivalent material to achieve a relatively uniform dose distribution throughout the underlying tissue. A single absorbed dose of 2 Gy was administered in each case. The dose variation within the target volume was estimated to be 5%, and the cumulative uncertainty of the radiation dose was estimated to be less than 8%. Animals were injected i.p. with Antisedan (Orion Pharma Animal Health; Sweden) as an antidote to anesthesia. The entire procedure including anesthetization was completed within approximately 45 min and all efforts were made to minimize discomfort or stress for the animals.

### Sample preparation and microarray analysis

Twenty-four hours after irradiation, the animals were killed under anesthesia (Pentobarbitalnatrium vet., i.p.; Apotek Produktion & Laboratorier AB; Sweden) via cardiac puncture and the kidneys, liver, lungs, spleen, and thyroid were excised. The workflow of sample preparation and data processing is illustrated in Fig. 6. Organs were snap-frozen in liquid nitrogen and stored at −80 °C until further sample preparation. The kidney cortex and medulla were dissected on dry ice and treated separately in the analysis. Several milligram of tissue were dissected on dry ice and homogenized using the TissueLyser LT (Qiagen; Hilden, Germany). Total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen; Hilden, Germany) according to the manufacturer’s instructions. RNA integrity number (RIN) values were determined with the RNA 6000 Nano LabChip Kit and Agilent 2100 Bioanalyzer (Agilent Technologies; Palo Alto, CA, USA). All RNA samples had a RIN value of at least 6.0. RNA concentration was determined with the ND-1000 Spectrophotometer (NanoDrop Technologies; Wilmington, DE, USA). RNA samples were subjected to Illumina MouseRef-8v2 Whole-Genome Expression BeadChips (Illumina; San Diego, CA, USA) for genome-wide transcriptional analysis. Microarray beadchips were processed at the Swegene Center for Integrative Biology Genomics DNA Microarray Resource Center (SCIBLU; Lund, Sweden). Data preprocessing and quantile normalization were performed with the BioArray Software Environment (BASE, SCIBLU)^36^.

### Microarray data validation

The QPCR assay was used to validate microarray data. Kidney medulla samples from group A and the control group were used for validation. For each sample, cDNA was synthesized from 1 μg total RNA, i.e. from the same RNA eluate committed to microarray analysis. The SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen, Thermo Fisher Scientific; Carlsbad, CA, USA) was used for reverse transcription according to the manufacturer´s protocol. Seven genes that were significantly overexpressed in the microarray data (i.e. *Akr1b3*, *Gjb2*, *Ndufb9*, *Slc11a1*, *Slc38a2*, *Trp53inp1*, *Vbp1*) were selected for QPCR validation. For normalization, three constitutive genes were chosen that showed homogeneous expression across the entire data set (*Cplx1*, *Kcnc4*, and *Slc10a4*). QPCR assays were performed using validated TaqMan^®^ Gene Expression Assays and the TaqMan^®^ Gene Expression Master Mix (Applied Biosystems, Thermo Fisher Scientific; Carlsbad, CA, USA). cDNA samples were run in triplicate for each assay and differential expression was quantified using the ∆∆Ct method.

### Microarray data analysis

The microarray data used in this study have been deposited in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession GEO:GSE66372. Nexus Expression 3.0 (BioDiscovery; El Segundo, CA, USA) was used for data processing and statistical analysis as described elsewhere^37^. Differentially expressed transcripts between irradiated groups and controls were identified according to the Benjamini-Hochberg method (false discovery rate adjusted *p* < 0.01^38^ and with a log_2_ ratio of at least 0.58. Ingenuity Pathway Analysis (IPA, Ingenuity^®^ Systems, www.ingenuity.com; Redwood City, CA) was used to predict downstream effects of transcriptional regulation regarding diseases and biological functions (Fisher’s exact test, *p* < 0.05)^39^. Transcript-associated Gene Ontology (GO, http://www.geneontology.org) terms were enriched for biological processes using Nexus Expression 3.0 (Fisher’s exact test, *p* < 0.05)^40^.

In order to obtain comprehensive profiles of cellular functions that were regulated at the transcriptional level, biological processes were categorized into eight main categories with over 30 subcategories according to ancestor charts in the Gene Ontology database (http://www.geneontology.org) as described previously^27^. The intensity of response was expressed by the percentage of scored vs. filtered transcripts of all biological processes grouped within a category or respective subcategory. Percentages were categorized as very low (<3%), low (3–9%), medium (10–29%), high (30–49%), and very high (≥50%).

Signature gene analysis was used to evaluate the relative impact of direct IR exposure and TH-induced regulation on the overall transcriptomic response. The number of significantly regulated genes in each signature is taken as a relative measure of respective regulatory impact on regulation for each tissue across the different irradiation setups. The IR-associated gene signature was composed of 56 genes adapted from Snyder and Morgan^41^ and Chaudhry^42^. The thyroid hormone-associated gene signature was composed of 61 TH-responding genes (and gene groups encoding multimeric protein) adapted from literature as presented previously^28^. The complete lists of IR-associated and TH-associated signature genes (including information on known RNA expression levels of human homologs) are available as supplementary information (Supplementary Tables S10 and S11, respectively).

## Additional Information

**How to cite this article**: Langen, B. *et al*. Non-targeted transcriptomic effects upon thyroid irradiation: similarity between in-field and out-of-field responses varies with tissue type. *Sci. Rep.* **6**, 30738; doi: 10.1038/srep30738 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
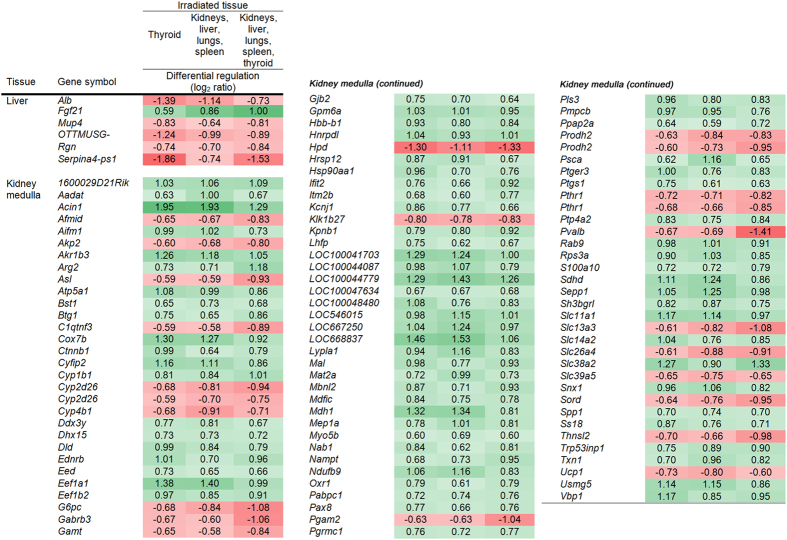
Transcripts regulated at all irradiation setups. The figure shows the transcripts that were regulated after 24 h across all irradiation setups in the liver and kidney medulla with respective log_2_ ratios for each irradiation setup (irradiated tissue(s), i.e. groups (A–C). In the kidney cortex, lungs, spleen, and thyroid, no transcripts were continuously regulated across all irradiation setups. Positive numbers indicate upregulation (green), negative numbers indicate downregulation (red).

**Figure 2:**
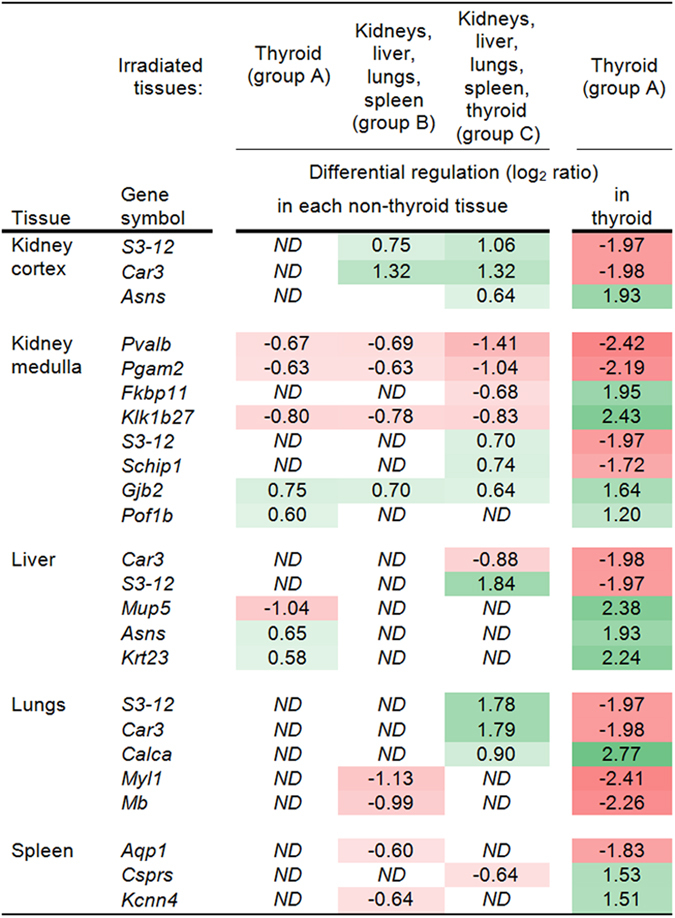
Shared transcript regulation among thyroid and other tissues at differential exposures. The figure shows the log_2_ ratios of transcripts that were regulated after 24 h in a given non-thyroid tissue for at least one irradiation setup (groups (A–C)) and that were also regulated in the thyroid upon thyroid irradiation (group A). Positive numbers indicate upregulation (green), negative numbers indicate downregulation (red); ND, none detected.

**Figure 3:**
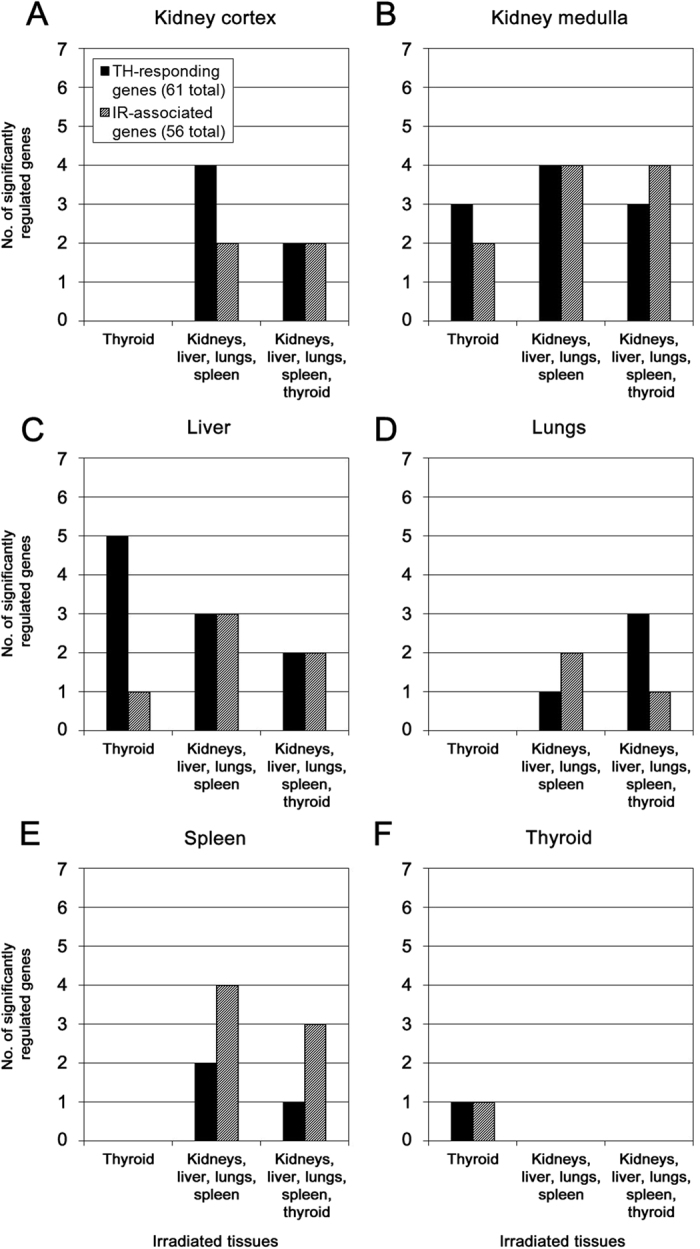
Transcriptional regulation in IR-associated and TH-responding gene signatures. The number (no.) of significantly regulated genes in either signature (thyroid hormone (TH)-responding genes, black; ionizing radiation (IR)-associated genes, gray) is shown for the kidney cortex (**A**), kidney medulla (**B**), liver (**C**), lungs (**D**), spleen (**E**), and thyroid (**F**). Regulation was measured at 24 h following irradiation of the collum (thyroid irradiated), abdomen & thorax (kidneys, liver, lungs, and spleen irradiated), or collum & abdomen & thorax (kidneys, liver, lungs, spleen, and thyroid irradiated). Please refer to Supplementary Tables S2 and S3 for further information on gene symbol, transcript ID, and log_2_ ratio of regulated genes.

**Figure 4:**
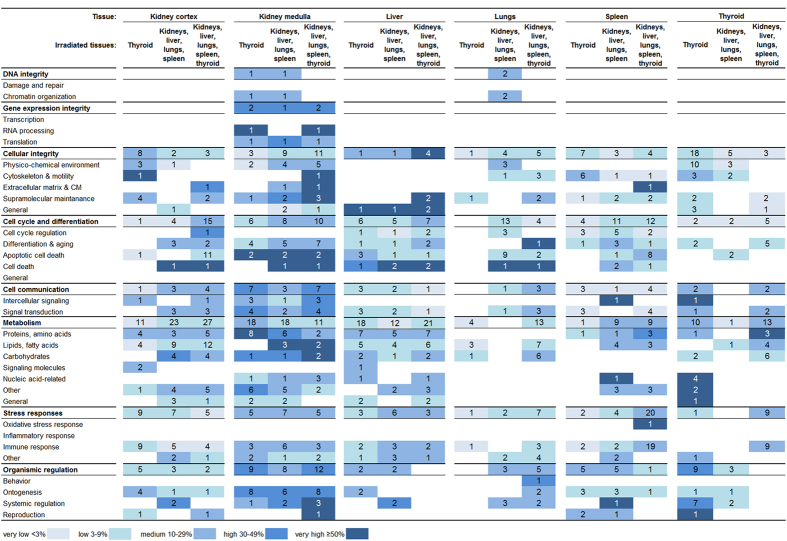
Response profiles of enriched biological processes categorized after cellular function. Significantly regulated transcripts were enriched for biological processes which were grouped in respective categories and subcategories of higher level cellular function. Regulation was measured 24 h following irradiation of collum (thyroid irradiated), abdomen & thorax (kidneys, liver, lungs, and spleen irradiated), or collum & abdomen & thorax (kidneys, liver, lungs, spleen and thyroid irradiated). The percentage of scored vs. filtered transcripts is illustrated as very low < 3% (very light blue), low 3–9% (light blue), medium 10–29% (blue), high 30–49% (dark blue), and very high ≥ 50% (very dark blue). Numbers indicate the sum of regulated biological processes within a category or subcategory.

**Figure 5:**
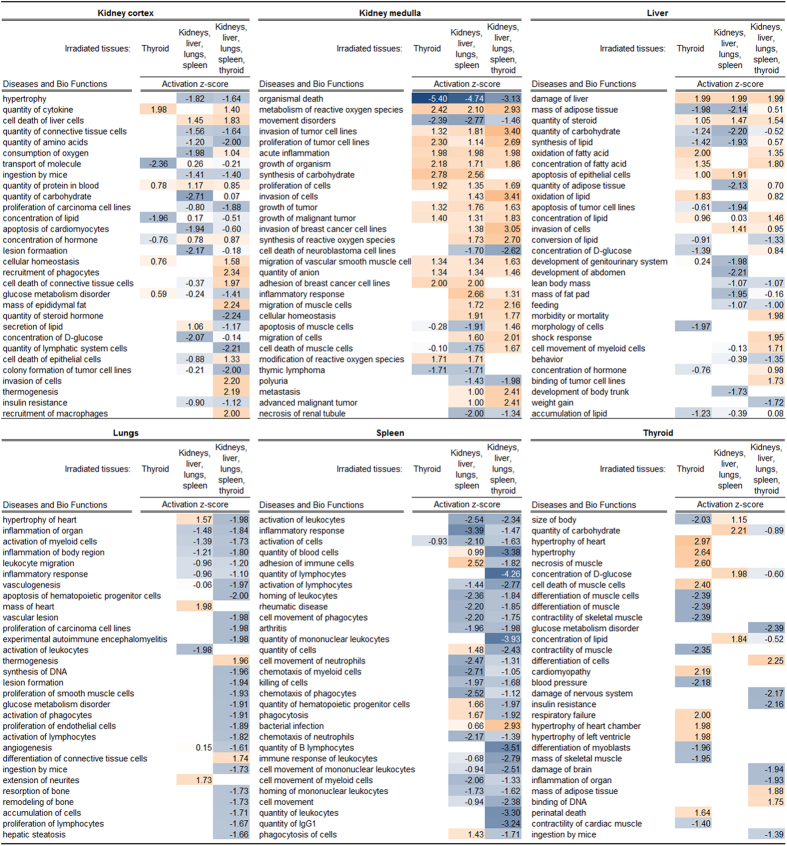
Pathway analysis of diseases and functions shared between irradiation conditions. IPA (Ingenuity^®^ Systems) was used to analyze regulation of pathways associated with diseases or biological functions (termed *Diseases and Bio Functions*) after 24 h following irradiation. Results for each tissue were obtained by comparison analysis across all irradiation setups. Calculated z-scores for activation (orange) or inhibition (blue) are shown for the 30 highest-ranked diseases and functions. For complete lists of regulated *Diseases and Bio Functions* in the kidney cortex, kidney medulla, liver, lungs, spleen, and thyroid, please refer to Supplementary Tables S4–S9, respectively.

**Figure 6:**
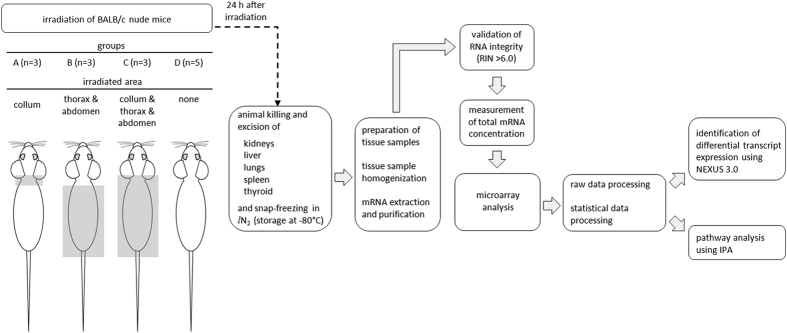
Illustration of workflow. The illustration shows the different irradiation setups and the main steps of subsequent sample preparation and data analysis.

**Table 1:** Number of significantly regulated transcripts and genes.

Tissue	Irradiated tissue (group)					
	Thyroid (group A)		Kidneys, liver, lungs, spleen (group B)		Kidneys, liver, lungs, spleen, thyroid (group C)	
Kidney cortex	62 (53)	↑10 (9)	89 (80)	↑33 (32)	84 (78)	↑50 (46)
		↓52 (44)		↓56 (48)		↓34 (32)
Kidney medulla	252 (243)	↑204 (199)	274 (262)	↑228 (221)	259 (238)	↑141 (138)
		↓48 (44)		↓46 (41)		↓118 (100)
Liver	62 (56)	↑25 (21)	36 (33)	↑11 (10)	132 (109)	↑59 (48)
		↓37 (35)		↓25 (23)		↓73 (61)
Lungs	3 (3)	↑3 (3)	70 (62)	↑9 (6)	29 (27)	↑18 (16)
		↓0 (0)		↓61 (56)		↓11 (11)
Spleen	17 (16)	↑3 (3)	133 (121)	↑67 (60)	135 (116)	↑37 (33)
		↓14 (13)		↓66 (61)		↓98 (83)
Thyroid	115 (102)	↑35 (30)	17 (16)	↑10 (9)	25 (24)	↑25 (24)
		↓80 (72)		↓7 (7)		↓0 (0)

Numbers indicate the total number of significantly regulated transcripts in irradiated mice compared with non-irradiated controls.

Number of corresponding genes are shown in parentheses.

Up-arrow indicates upregulation; down-arrow indicates downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

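RNA from 6 tissues (thyroid, spleen, lungs, liver, kidney medulla and kidney cortex) of 14 female BALB/c nude mice was hybridized to Illumina MouseRef-8 arrays 24 h after irradiation with 2 Gy or sham irradiation. Group A (3 mice) was irradiated at the thyroid, group B (3 mice) at the non-thyroid tissues and group C (3 mice) at all of these, and 5 mice were sham-irradiated controls. The groups were taken from the sample labels and the paper's description of the setups. The deposited files hold 88 arrays with 25697 probes each: a table of signals without normalization with a detection p per probe, and the authors' values after quantile normalization. The intensity values without normalization were summarized per probe from the arrays before they were deposited, per the file headers, and the other intensities were preprocessed and quantile-normalized by the authors in the BioArray Software Environment, as the paper states. The detection p value of each probe and array stands in the deposited file, which does not name how it was made. The liver of group A replicate 1 and the thyroid of control replicate 5 have 3 arrays each, whose log2 values were averaged, so that n counts mice.

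The signals without normalization were background-corrected with limma's nec, which infers the negative control signal from the detection p, with an offset of 16. They were quantile-normalized within each tissue and taken to log2. Probes with a detection p under 0.01 in at least 3 arrays of the tissue were tested: in the liver 10623, in the kidney cortex 12527, 12296 in the kidney medulla, 13356 in the lungs, 12167 in the spleen and 11705 in the thyroid. On each array between 33.17% and 50.28% of the probes were detected, and a signal near the background cannot show a difference. The number of arrays limits the precision of each value. Of the probes, 23978 carry 1 gene symbol and 1719 carry none, and 16582 of the 16593 Entrez identifiers were found in the gene table. The files name no genome build, so no coordinates are given.

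For each tissue a linear model over all 14 mice was fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with empirical Bayes moderation of the variance. Each group was compared with controls, the groups were compared with each other, and group C was compared with the sum of groups A and B. The p was adjusted over the probes of a comparison by the method of Benjamini and Hochberg. A transcript was taken as regulated at an adjusted p under 0.01 and a log2 ratio of at least 0.58 in either direction, the thresholds the paper states. The paper's text names the software for its statistics but not the test. Kidney medulla and cortex were compared in a joint model of both tissues, with the difference of their log2 ratios against controls as the interaction. Every adjusted p of a transcript is from limma.

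For gene lists, 42 lists of pathways and cell type markers were written before the data were examined, but after the paper's figures were seen. Those with members in a tissue were tested with camera of limma on the brightest probe of each gene, in 18 comparisons with controls. The p was adjusted over the 645 tests together. The test was run with a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays. Of all called lists, those that held with the estimated correlation were the p53 targets in the kidney cortex of groups B and C.

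Genes were named from those that met a rule set before the data were examined: the transcripts past the threshold with the largest log2 ratios in each direction and with all irradiated mice on 1 side of all controls, and genes the paper names that have a detected probe. Not all of these are printed. The paper's figures, which hold values of some of these genes, had been seen when the rule was set. Members of gene lists with a small p, the marker genes given per mouse in the thyroid, the cell cycle list of the lungs and the B lymphocyte list of the spleen were chosen after their values were seen. The counts at an unadjusted p under 0.01 were also chosen after the adjusted counts were seen.

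The procedure was tested on simulated data of the same size. In each of 10 draws, 50 probes were given a log2 change of 0.58, and 50 each a change of 1, 1.5 and 2, all in the same draw. The shares recovered hold for that many changed probes, and data with fewer changed probes were not simulated. For group A the share recovered at a log2 change of 1 was 62.2% in the liver, 63.2% in the kidney cortex, 64.4% in the kidney medulla, 33.2% in the lungs, 56% in the spleen and 3% in the thyroid. The similarity of log2 ratios between groups was set against simulated data in which only the controls were shared, and against 20 divisions of the controls between the groups compared.

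The alternatives tried were the authors' normalized values, no background correction, quantile normalization over all arrays, no detection filter, only a group and the controls in the fit, the replicate number as a block, the first array of a mouse only, a variance trend with a robust fit, the steps closest to those the paper states, the mean over the probes of a gene, an estimated correlation in the list test, and each mouse left out in turn. Pathway predictions and enriched categories of the paper were not repeated, since the programs behind them and the paper's supplementary tables were not available. The signatures of the paper were replaced by the lists of p53 targets and of thyroid hormone response genes. The array slides are not named in the files, so the slide was not used as a block.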

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

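The tests chosen only after the result was seen are those of single probes, of a division of the animals and of irradiation in the kidney medulla, of salivary gland in the thyroid, and of pancreatic tissue in the spleen.

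Transcripts upregulated in the kidney medulla of groups A and B numbered 152 and 214, and 113 were shared. The counts of 171, 219 and 16 regulated transcripts in groups A, B and C were each reached by 1 of 56 splits, the real one. The highest of the other splits gave 1, 0 and 1. Since 1 of 56 is the smallest share these splits can give, this argues against a chance division of the mice without excluding it. Cortex tissue in the control medulla samples is argued against for most of these, since a mixture can lower a transcript by 0.58 only where the cortex lies at least that far below the medulla, and the median of cortex minus medulla was −0.22 in group A and −0.223 in group B; a part stays open, with log2 ratios of all transcripts correlated with cortex minus medulla at −0.378 and −0.431. An early or late sampling hour of the controls has no support from the clock genes, with 0 probes called with limma and log2 ratios from −0.58 to 0.31 (1 at an unadjusted p under 0.05), while brightness of the control arrays stays open, since their detected shares overlap those of groups A and B by 0.22 percentage points through control replicate 2 and the other 4 controls lie below. A signal of single probes is a candidate explanation, with a median of at most 0.017 in groups A and B among the other, uncalled probes of the same genes. Called probes were selected as the highest, and how much of the gap to the others this makes was not tested. The paper also measured genes of the medulla of group A and controls by QPCR on the same RNA, among them Slc11a1, Ndufb9 and Vbp1. Those results stand in its supplement and were not in hand, so they could not be weighed here. Another candidate is a division of the animals other than the setups. The mean of these probes, where tested, lay above all controls in the liver (0.56) in group C replicate 3. In the samples of that number it lay between the controls and groups A and B in the medulla (−0.32) and below the controls in the kidney cortex (−0.12). The 3 tissues were thus not alike, but the labels do not state that a replicate number is the same mouse in each tissue. The comparison across tissues therefore decides nothing on this division. The medulla array of group C replicate 3 also had the lowest detected share of its tissue (41.75%). Its place nearer to the controls is thus not separated from the brightness left open above. Irradiation of the animal cannot be told apart from these, since 2 of 3 group C mice lay nearer to the mean of groups A and B than to the controls.

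In the thyroid of group A, 3242 transcripts lay at least 0.58 from controls and 0 were regulated with limma (993 at an unadjusted p under 0.05). A dim array was not tested: the array left out for it, group A replicate 1 (3611 such transcripts without it), was the brightest of the group, and replicate 2 the dimmest. Skeletal muscle in the samples is a candidate explanation, with a mean of muscle markers that varied within groups by an SD of 2.28, through group A replicate 2 (4.76, all other samples 12.65 to 13.83), and so is salivary gland in place of muscle in group A replicate 2, since 1076 such transcripts were left without that sample, whose dimness this does not separate. A count of 0 is reached by all 56 of 56 splits by construction, so nothing on chance follows, and the split of group A replicates 1 and 2 with control replicate 4 against the others gave 2220 transcripts, which points to a structure of the samples other than the setups. No biological explanation was tested.

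In the spleen, 6 and 8 transcripts were regulated in groups B and C. Each count was reached by 1 of 56 splits, the real one, with 2 and 1 in the highest of the other splits. This argues against chance without excluding it. A lower share of lymphocytes is argued against for the upregulated transcripts only. Their median exceeded the highest median of the macrophage, erythroid, neutrophil and endothelial lists by 1.42 in group B. They were selected for their rise, which widens this gap by an amount that was not tested. For Brwd1, the downregulated transcript of group C, a lower share stays open, since B lymphocyte markers were called lower there. Pancreatic tissue in group B replicate 3 and group C replicates 2 and 3 is argued against for Cdkn1a, which in the remaining mice of both groups lay at least 3.08 above the highest control; for the other transcripts of group C, where 1 mouse remains, it stays open. A response of the irradiated spleen to radiation may explain these transcripts, and this stays a hypothesis found and tested on the same data.

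Among the other comparisons with controls, the 2 transcripts of the liver in group C were reached by 1 of 56 splits, the real one. The highest other split gave 1, too narrow a margin to exclude chance, and both are probes of Cdkn1a. For the 1 of the spleen in group A chance is not excluded either (highest other 2, 3 of 56). The 1 of the lungs in group B was also given by another split (highest other 1; 2 of 56), so nothing is built on it. The counts of 0 with limma are reached by 56 of 56 splits by construction, so nothing on chance follows: the highest others were 9, 14 and 0 in the kidney cortex of groups A, B and C, 1 and 0 in the liver of groups A and B, 1 and 0 in the lungs of groups A and C, and 0 in the thyroid of groups B and C. At an unadjusted p under 0.05 these comparisons had 972, 1741 and 1078, 855 and 564, 144 and 795, and 106 and 154 transcripts.

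Differences between groups were found directly, by the test of the difference itself: 1 transcript between groups B and C in the kidney cortex, 2 between groups A and C in the liver, and 10 and 9 between group A and groups B and C in the spleen. The 10 splits of 3 against 3 mice are too few to judge chance; the highest others were 1, 0, 0 and 0. The same holds for the comparisons with 0 transcripts with limma, whose highest other split was 12 for groups B and C of the spleen and 0 for the rest; at an unadjusted p under 0.05 groups B and C of the spleen differed in 1357. For the excess of group C over the sum of groups A and B, 100 of 100 splits reached the count of 0 with limma in every tissue by construction, so nothing on chance follows, and the highest others were 63 in the thyroid, 4 in the kidney cortex, 1 in the kidney medulla and the spleen, and 0 in the liver and the lungs. At an unadjusted p under 0.05 the counts were 183 in the thyroid, 1971 in the kidney cortex, 2273 in the kidney medulla, 608 in the spleen, 1347 in the liver and 295 in the lungs.

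The log2 ratio differed between kidney medulla and kidney cortex for 356 transcripts in group A, 391 in group B and 1 in group C. Chance is argued against for groups A and B, with 1 and 22 in the highest of the other splits (1 of 100 each). The 1 of group C was also given by another split (highest other 1, 2 of 100), so nothing is built on it. Cortex and medulla of the controls differed in 1478 transcripts, with 1 in the highest other split, which argues against chance (1 of 100). In groups A, B and C they differed in 1245, 942 and 763, with 0, 0 and 318 in the highest others, and 10 splits are too few to judge chance.

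Genes that the paper's text does not name rose above controls; its supplementary tables could not be read here. Cdkn1a had log2 ratios of 3.24 in the liver of group C and 3.42 and 3.81 in the spleen of groups B and C. Phlda3 had 1.89 and 2.02 on its pair of probes in group B and 2.18 on the brighter one in group C of the spleen. Matn1 had 1.33 and 1.14 in groups B and C, and Ccl24 had 1.43 in group C.

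Single control mice lay far from the other controls in 14 of 154 groups of controls examined, where chance gives about 1 in 20. The gap of the outermost mouse, as a share of the range of the controls, was 0.764 for Ccng1 and 0.822 for Cyp4a14 in the liver, and 0.802, 0.784, 0.712 and 0.835 for Cdhr2, Ift27, Itm2b and Atp2b1 in the kidney medulla. In the thyroid it was 0.79 for Pvalb, 0.972 for Klk1b27, 0.737 for Gjb2, 0.944 for Smgc, 0.859 for the mean of the salivary gland markers and 0.82 for that of the skeletal muscle markers. It was 0.922 for the mean of the adipocyte markers in the kidney cortex and 0.873 for that of the pancreatic acinar markers in the spleen.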

How the results depend on the processing

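The settings with an unadjusted p and the one without spleen group B replicate 3 and group C replicates 2 and 3 were chosen after seeing the data; all others were set before the data were examined. The cause of a change was not tested unless it is named as following from the setting. Counts are given as groups A, B and C, and a count of 0 is from limma, whose unadjusted counts stand with the results. Replicate numbers were not taken to pair irradiated mice with controls: within a tissue, the deviations of an irradiated mouse and the control of the same number from their group means correlated with r from −0.486 to 0.679, and in no comparison did all 3 pairs exceed 0.1.

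With an unadjusted p under 0.01, which by construction admits more, regulated transcripts numbered 105, 261 and 136 in the kidney cortex, 955, 931 and 915 in the kidney medulla, 156, 92 and 344 in the liver, 17, 97 and 143 in the lungs, 216, 264 and 331 in the spleen and 69, 7 and 11 in the thyroid. Shared by all 3 groups were 1 in the kidney cortex, 411 in the kidney medulla, 4 in the liver and 1 in the spleen. With an unadjusted p and the steps closest to the paper's, the numbers were 31, 32 and 49 in the kidney cortex, 459, 450 and 272 in the kidney medulla, 60, 30 and 74 in the liver, 2, 26 and 38 in the lungs, 41, 142 and 97 in the spleen and 16, 10 and 11 in the thyroid, with 1, 140 and 2 shared in the kidney cortex, kidney medulla and liver.

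With the steps closest to the paper's and an adjusted p, the kidney medulla had 368, 359 and 0 and shared 0, the liver had 1 in group B and 0 in group C, the lungs had 0 in group B, and the spleen had 0 in group A and 4 in group C. The p53 targets in the spleen of group A turned direction (adjusted p = 0.757 against 0.977, not called in either).

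With only a group and the controls in the fit, the kidney medulla had 554, 584 and 0 and shared 0, the liver 0 in group C, the lungs 0 in group B, and the spleen 10 and 5 in groups B and C. With the replicate number as a block, the kidney medulla had 1, 5 and 0 and shared 0, the lungs 0 in group B, and the spleen 0 in group A and 15 in group C; the B lymphocyte markers of the spleen were called in groups A and B (adjusted p = 0.00171 and 0.00926). With a variance trend and a robust fit, the kidney medulla had 272 in group A and 37 in group C and shared 26, the lungs had 0 in group B, and the p53 targets of the liver in group B had an adjusted p of 0.0467.

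Without a detection filter, which by construction tests more probes, the kidney medulla had 112, 88 and 6 and shared 6, the liver 1 in group C and the spleen 0 in group A, and the p53 targets of the spleen in group A turned direction (adjusted p = 0.733). In the authors' normalized values the kidney cortex had 1 in group B, 1 between groups A and C, and 3 departures from additivity, the kidney medulla had 29 departures, groups A and C differed in 4 in the liver and 5 in the spleen, and the lungs of group B and the spleen of group A had 0. Without background correction the kidney cortex had 1 in group B, and the lungs of group B and the spleen of group A had 0. With quantile normalization over all arrays the lungs of group B had 0. Without spleen group B replicate 3 and group C replicates 2 and 3, group C has 1 mouse whose spread is taken from the other groups, so its count is not given. Taking the first array of each mouse changed none of the 33 results it covers. With all probes of the array, the correlation of log2 ratios in the kidney medulla was 0.809 between groups A and B, 0.72 between A and C and 0.717 between B and C, since undetected probes add noise by construction. Cortex and medulla compared with the replicate number as a block gave 1203, 901, 715 and 1443 transcripts in groups A, B, C and the controls.

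With the correlation estimated, the adjusted p of the p53 targets was 0.368 and 0.359 in the kidney medulla of groups B and C, 0.244 and 0.368 in the lungs, and 0.191 and 0.1 in the spleen. That of the cell cycle genes was 0.191 in the lungs of both groups and that of the B lymphocyte markers 0.785 in the spleen of group C, so that none of these was called. With the mean over the probes of a gene, the p53 targets of the liver in group B were called (adjusted p = 0.0161).

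With each mouse left out in turn, regulated transcripts of the kidney medulla ranged from 3 to 103 in group A, 0 to 108 in group B and 0 to 843 in group C, and shared ones from 0 to 312. Departures from additivity ranged from 0 to 188 in the kidney medulla, 0 to 33 in the liver, and 0 to 1 in the kidney cortex and thyroid. Regulated transcripts ranged from 0 to 1 in the kidney cortex of group B, the lungs of groups B and C and the spleen of group A, from 2 to 7 in the liver of group C, 4 to 6 and 7 to 15 in the spleen of groups B and C, and 0 to 2 in the thyroid of group A. Direct differences ranged from 1 to 12 between groups A and C and 0 to 14 between B and C in the liver, 3 to 9 between A and B and 4 to 6 between A and C in the spleen, and 0 to 1 in the thyroid between group A and both others. The 1 transcript between groups B and C of the kidney cortex was called in none of these. The other counts against controls, direct differences and shared counts remained at 0.

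The adjusted p of the p53 targets without each mouse ranged from 0.422 to 0.682, 1.28e-08 to 0.000123 and 7.21e-10 to 0.000104 in the kidney cortex, 0.581 to 0.884, 0.00259 to 0.0126 and 0.00192 to 0.00629 in the kidney medulla, 0.298 to 0.71, 0.0478 to 0.0972 and 0.0631 to 0.665 in the liver, 0.0851 to 0.916, 6.9e-06 to 0.0198 and 0.00311 to 0.0456 in the lungs, 0.744 to 0.982, 1.41e-08 to 1.8e-06 and 6.73e-12 to 6.97e-06 in the spleen, and 0.441 to 0.999, 0.402 to 0.915 and 0.308 to 0.523 in the thyroid. That of the cell cycle genes of the lungs ranged from 0.212 to 0.955, 3.05e-28 to 3.98e-12 and 1.16e-22 to 3.26e-12, and that of the B lymphocyte markers of the spleen from 0.101 to 0.919, 0.157 to 0.999 and 5.23e-17 to 1.73e-05. Among genes that were not regulated, the log2 ratio of Cdkn1a in group A ranged from −0.12 to 0.16 in the kidney medulla, from −0.0142 to 0.1661 in the spleen and from −0.9274 to 0.8003 in the thyroid. It ranged from 0.08 to 0.67 in the kidney cortex, from −0.57 to −0.22 in the liver and from −0.35 to −0.05 in the lungs of the same group. In the kidney medulla of group A, Ccng1 ranged from −0.24 to −0.08, and the brighter probes of Slc38a2 and Trp53inp1 from 0.20 to 0.46 and from 0.21 to 0.66. The dimmer probe of Slc11a1 in the kidney medulla ranged from −0.19 to 0.1631 in group A, from −0.1736 to 0.006945 in group B and from −0.6014 to 0.2375 in group C.

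Of 231 values of named genes, 102 were weaker with the replicate block, 42 with the steps closest to the paper's, 37 without a detection filter, 30 in the authors' normalized values, 29 without background correction, 21 with only a group and the controls in the fit, 7 with a variance trend and robust fit and 2 with quantile normalization over all arrays, and none turned direction under these settings. The signal over background limits what the arrays can show: between 33.17% and 50.28% of the probes were detected per array, and a transcript near the background has a compressed ratio.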

Differences from the paper's values

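At the paper's thresholds, the paper's numbers of regulated transcripts in groups A, B and C were 62, 89 and 84 in the kidney cortex, against 0, 0 and 0 here with limma (972, 1741 and 1078 at an unadjusted p under 0.05). No alternative set before the data were examined came within 1.5 times of the paper's numbers for this tissue. The paper's upregulated transcripts were 10, 33 and 50 and its downregulated 52, 56 and 34, against 0 in each. With an unadjusted p under 0.01, chosen after seeing the values, 70 were downregulated in group A and 75 upregulated in group C. The paper's own probe lists are not in hand, so how many of its calls this setting drops, and the other one below that was chosen after seeing the values, could not be counted.

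In the kidney medulla the paper's total for group C was 259 against 16, with 141 upregulated against 16 and 118 downregulated against 0. None of the alternatives set before the data were examined came within 1.5 times of these; without group C replicate 3 the total was 843, above the paper's. The unadjusted p with the steps closest to the paper's, chosen after seeing the values, gave 272 in total. Of these, 216 were upregulated and 56 downregulated, so the paper's split of 141 and 118 was not reached. The paper's downregulated transcripts of groups A and B were 48 and 46, against 19 and 5. Of the alternatives set before the data were examined, the steps closest to the paper's gave 34 in group A, and the fit with only a group and the controls gave 83 in group A and 56 in group B; apart from the 34 and the 56, none came within 1.5 times of these numbers. With the unadjusted p and closest steps, chosen after seeing the values, they were 52 and 36. The paper's ratios of up- to downregulation were 4.3 and 5.0 in groups A and B, against 8 and 42.8. The fit with only a group and the controls gave 5.67 in group A, no alternative set before the data were examined came within 1.5 times of the paper's value in group B, and the unadjusted p, chosen after seeing the values, gave 3.59 and 4.68. For group C the ratio is not defined here.

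In the liver the paper's totals were 62, 36 and 132, against 0, 0 and 2 (855, 564 and 1641 at an unadjusted p under 0.05 with limma). Upregulated were the paper's 25, 11 and 59 against 0, 0 and 2, and downregulated the paper's 37, 25 and 73 against 0, 0 and 0. None of the alternatives set before the data were examined came within 1.5 times of these. The unadjusted p with the closest steps, chosen after seeing the values, gave totals of 60 and 30 in groups A and B with 47 and 26 downregulated, and the unadjusted p alone, also chosen after seeing them, gave 37 upregulated in group A.

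In the lungs the paper's totals were 3, 70 and 29, against 0, 1 and 0 (144, 712 and 795 at an unadjusted p under 0.05 with limma). Upregulated were the paper's 3, 9 and 18 against 0, 0 and 0, and downregulated, in groups B and C, the paper's 61 and 11 against 1 and 0. None of the alternatives set before the data were examined came within 1.5 times of these. The unadjusted p with the closest steps, chosen after seeing the values, gave totals of 2 and 38 in groups A and C, with 2, 12 and 25 upregulated in groups A, B and C and 13 downregulated in group C, and the unadjusted p alone, also chosen after seeing them, gave a total of 97 in group B with 56 downregulated.

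In the spleen the paper's totals were 17, 133 and 135, against 1, 6 and 8. Upregulated were the paper's 3, 67 and 37 against 1, 6 and 7, and downregulated the paper's 14, 66 and 98 against 0, 0 and 1. None of the alternatives set before the data were examined came within 1.5 times of these. The unadjusted p with the closest steps, chosen after seeing the values, gave totals of 142 and 97 in groups B and C, with 61 and 35 upregulated, and 19 and 81 downregulated in groups A and B.

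In the thyroid the paper's totals were 115, 17 and 25, against 0, 0 and 0 with limma (993, 106 and 154 at an unadjusted p under 0.05). Upregulated were the paper's 35, 10 and 25 against 0, 0 and 0, and downregulated, in groups A and B, the paper's 80 and 7 against 0 and 0. None of the alternatives set before the data were examined came within 1.5 times of these. The unadjusted p, chosen after seeing the values, gave 31 upregulated in group A, and with the closest steps it gave 8 upregulated in group B.

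Transcripts regulated in all 3 groups were the paper's 6 in the liver and 101 in the kidney medulla, against 0 (with limma; 4 at an unadjusted p under 0.01) and 15. None of the alternatives set before the data were examined came within 1.5 times of these; without group C replicate 3 the kidney medulla had 312, above the paper's. The settings that did come within 1.5 times, both chosen after seeing the values, were the unadjusted p for the liver (4) and the unadjusted p with the closest steps for the kidney medulla (140).

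The paper states that Pvalb, Pgam2, Gjb2 and Klk1b27 were regulated in the kidney medulla in all setups and in the thyroid of group A; here none of them passed the thresholds in either tissue, while the directions were the same as the paper's on the brighter probes of all 4 genes in both; the dimmest Gjb2 probe in the kidney medulla had log2 ratios of 0.01, −0.30 and −0.33 in groups A, B and C (adjusted p = 0.988, 0.507 and 0.408). The dimmer Gjb2 probe was called in the kidney medulla of group A with only a group and the controls in the fit, with a variance trend and robust fit, and with the steps closest to the paper's, which also called it in group B, and in the thyroid of group A without group A replicate 3. The paper reports regulated genes shared between the thyroid of group A and the kidney medulla and liver of group A; here the thyroid of group A had 0 regulated transcripts with limma (993 at an unadjusted p under 0.05), so none was shared. The paper reports regulation of the IR-associated and TH-responding signatures in the kidney medulla and liver of group A; here the lists of p53 targets and of thyroid hormone response genes, which are not the paper's signatures, were not called there. Of the genes in the paper's Fig. 1 for the liver, Alb, Rgn and Serpina4-ps1 were lower and Fgf21 higher in all groups here, as in the paper, without passing the thresholds; in group B the log2 ratio of Serpina4-ps1 was −0.17 without replicate 1 and that of Fgf21 was 0.53 without replicate 2.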

Other observations

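The tests of whole lists reported here are those fixed before the data were examined, with the paper's figures already seen. The lists were picked for mention after their results were seen.

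Genes of fatty acid oxidation and fasting were called higher in group C in the lungs (12 of 12, median log2 ratio 0.63, adjusted p = 1.16e-05 from camera, estimated-correlation p = 0.811) and the spleen (8 of 9, median 0.26, adjusted p = 0.00296, estimated-correlation p = 0.811). In the same lungs the adipocyte markers were called higher (median 1.44, adjusted p = 0.000135, estimated-correlation p = 0.811), so the list is not separated from fat in the samples. In the spleen Pdk4, a kinase that shuts off glucose oxidation, had a log2 ratio of 1.16 (SE 0.273, adjusted p = 0.117 from limma) in group C, and in the lungs Angptl4, a lipase inhibitor gene, had 1.24 (SE 0.308, adjusted p = 0.53), or 0.82 without group C replicate 2. In the spleen of group A the same list was called lower (median −0.28, adjusted p = 0.0435, estimated-correlation p = 0.811).

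Glucocorticoid response genes were called higher in group C in the kidney cortex (12 of 14, adjusted p = 0.00341, estimated-correlation p = 0.368), the spleen (11 of 13, adjusted p = 0.00384, estimated-correlation p = 0.811) and the thyroid (10 of 14, adjusted p = 0.000402, estimated-correlation p = 0.195). Proximal tubule markers were called lower in group C in the kidney cortex (22 of 26, median −0.31, adjusted p = 9.64e-05, estimated-correlation p = 0.811) and in the kidney medulla (21 of 26, median −0.75, adjusted p = 0.00184, estimated-correlation p = 0.841).

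Interferon response genes were called higher in the liver of group B (18 of 20, median 0.25, adjusted p = 0.00188, estimated-correlation p = 0.836) and lower in the lungs of group A (18 of 21, median −0.20, adjusted p = 0.00315, estimated-correlation p = 0.836). B lymphocyte markers were called lower in the lungs of groups B and C (medians −0.41 and −0.57, adjusted p = 0.00251 and 8.55e-05). By an estimated correlation, p was 0.838 and 0.811.

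Erythroid markers were called lower in the spleen of group B (16 of 18, adjusted p = 8.39e-05, estimated-correlation p = 0.811), and plasma cell markers were called higher (8 of 8, adjusted p = 0.00188, estimated-correlation p = 0.811). Pancreatic acinar markers were called higher in the spleen of groups B and C (medians 1.64 and 1.61, adjusted p = 0.000111 and 0.00012). The p with an estimated correlation was 0.841 in both. Without group B replicate 3 and group C replicates 2 and 3, 6 transcripts were regulated in group B, from Cdkn1a, Phlda3 and Matn1. Group C then has 1 mouse, and its spread is taken from the other groups, so no calls are given for it. The probes of Cdkn1a had log2 ratios of 3.04, 3.83 and 3.45 in that mouse.

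Adipocyte markers were called higher in the kidney cortex of group C (median 1.97, adjusted p = 0.00114, estimated-correlation p = 0.811) and in the lungs of groups A and C (medians 0.61 and 1.44, adjusted p = 0.00237 and 0.000135). In the lungs the estimated-correlation p was 0.841 and 0.811. The mean of these markers in the kidney cortex ranged from 7.97 to 9.67 in group C, from 5.97 to 9.81 in group B and from 6.10 to 9.55 in controls.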
